# A diet-induced animal model of non-alcoholic fatty liver disease and hepatocellular cancer

**DOI:** 10.1016/j.jhep.2016.05.005

**Published:** 2016-05-31

**Authors:** Amon Asgharpour, Sophie C. Cazanave, Tommy Pacana, Mulugeta Seneshaw, Robert Vincent, Bubu A. Banini, Divya Prasanna Kumar, Kalyani Daita, Hae-Ki Min, Faridoddin Mirshahi, Pierre Bedossa, Xiaochen Sun, Yujin Hoshida, Srinivas V. Koduru, Daniel Contaifer, Urszula Osinska Warncke, Dayanjan S. Wijesinghe, Arun J. Sanyal

**Keywords:** Steatosis, Fibrosis, Hepatocyte ballooning, Hepatocellular carcinoma, Drug therapy

## Abstract

**Background & Aims:**

The lack of a preclinical model of progressive non-alcoholic steatohepatitis (NASH) that recapitulates human disease is a barrier to therapeutic development.

**Methods:**

A stable isogenic cross between C57BL/6J (B6) and 129S1/SvImJ (S129) mice were fed a high fat diet with *ad libitum* consumption of glucose and fructose in physiologically relevant concentrations and compared to mice fed a chow diet and also to both parent strains.

**Results:**

Following initiation of the obesogenic diet, B6/129 mice developed obesity, insulin resistance, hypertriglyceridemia and increased LDL-cholesterol. They sequentially also developed steatosis (4–8 weeks), steatohepatitis (16–24 weeks), progressive fibrosis (16 weeks onwards) and spontaneous hepatocellular cancer (HCC). There was a strong concordance between the pattern of pathway activation at a transcriptomic level between humans and mice with similar histological phenotypes (FDR 0.02 for early and 0.08 for late time points). Lipogenic, inflammatory and apoptotic signaling pathways activated in human NASH were also activated in these mice. The HCC gene signature resembled the S1 and S2 human subclasses of HCC (FDR 0.01 for both). Only the B6/129 mouse but not the parent strains recapitulated all of these aspects of human NAFLD.

**Conclusions:**

We here describe a diet-induced animal model of non-alcoholic fatty liver disease (DIAMOND) that recapitulates the key physiological, metabolic, histologic, transcriptomic and cell-signaling changes seen in humans with progressive NASH.

**Lay summary:**

We have developed a diet-induced mouse model of non-alcoholic steatohepatitis (NASH) and hepatic cancers in a cross between two mouse strains (129S1/SvImJ and C57Bl/6J). This model mimics all the physiological, metabolic, histological, transcriptomic gene signature and clinical endpoints of human NASH and can facilitate preclinical development of therapeutic targets for NASH.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) has emerged as the leading cause of chronic liver disease in most parts of the Western world. NAFLD includes both a fatty liver and steatohepatitis which can progress through stages of fibrosis to cirrhosis and can be complicated by hepatocellular cancer [1]. There is currently no approved therapy for NASH.

There is a need to create animal models that recapitulate the physiology, histology, outcomes and transcriptomic changes seen in humans with NASH. While a large number of models have been described, they have several limitations [2] (Supplementary Table 1). These models are dissimilar to human NASH by either requiring specific gene knockout, non-physiological dietary manipulations or their lack of insulin resistance or liver histology typical of human NASH [3]. Importantly, most models do not develop progressive fibrosis and do not lead to hepatocellular cancer [2,4]. While the Ossabaw pig develops lesions very consistent with human NASH [5], the cost and resources needed to use this model renders it challenging for widespread use. The C57BL/6J mice fed a high fat, high sugar diet develop steatohepatitis with fibrosis [6]. However, the severity of fibrosis is mild and the disease is not complicated by hepatocellular cancer, an increasingly recognized and clinically important end-point of the progression of NASH.

An ideal preclinical model for NASH should be relatively simple, triggered by the same causes as human disease (caloric excess), associated with the same risk factors as in humans (obesity, insulin resistance and dyslipidemia), and it should match human disease with respect to metabolic features, histology, outcomes, gene expression signature, lipid accumulation and activation of pathways relevant in humans. Importantly, it should also recapitulate the various histological stages of human disease. The development of hepatocellular carcinoma (HCC) in this setting should also be triggered by the disease state and not by administration of a chemical carcinogen. We here report a diet-induced animal model of non-alcoholic fatty liver disease (DIAMOND) using an isogenic strain derived from a cross of two common mouse strains, 129S1/SvImJ and C57BL/6J where a simple high fat diet accompanied by *ad libitum* consumption of water with a high fructose and glucose content (Western diet sugar water (WD SW)) sequentially induces steatosis, steatohepatitis, progressive fibrosis and HCC. The phenotype was noted serendipitously and refined to develop the isogenic strain and the dietary manipulations to reproducibly produce the disease phenotype.

## Materials and methods

### Animals

A unique, isogenic mouse strain derived from a C57BL/6J and 129S1/SvImJ background (B6/129) was created and maintained with inbreeding. Additional information on B6/129 origin are described in the Supplementary materials and methods section. Pure C57BL/6J (B6) or 129S1/SvImJ (S129) were purchased from Jackson Laboratory (Bar Harbor) and used as controls. All mice were housed in a 12 h light–12 h dark cycle in a 21–23 °C facility and were euthanized at varying time points following initiation of dietary intervention. All procedures were performed according to protocols approved by the Animal Care and Use Committee of Virginia Commonwealth University (IACUC AM 10154).

### Dietary interventions

Male mice (8–12 weeks of age) were fed *ad libitum* a high fat diet, high carbohydrate diet (Western diet, WD) with 42% kcal from fat and containing 0.1% cholesterol (Harlan TD.88137) with a high fructose-glucose solution (SW, 23.1 g/L d-fructose +18.9 g/L d-glucose), as previously described [6]. Control mice were fed a standard chow diet (CD, Harlan TD.7012) with normal water (NW).

### Histological analysis

Liver histology was assessed using hematoxylin and eosin (H&E) stains in paraffin-embedded sections using standard commercially used methods. Fibrosis was assessed using both Masson’s trichrome and Sirius Red stains in paraffin-embedded sections using established methodology [7]. The presence of steatosis was further confirmed used Oil-Red-O stains in frozen sections using standard methods [8]. The liver histology was evaluated by an expert liver pathologist (PB) who was blinded to the dietary condition. Histology was assessed using the NASH CRN and fatty liver inhibition of progression (FLIP) consortia criteria (see the Supplementary materials and methods section for details) [3].

A detailed description of biochemical, molecular, transcriptomic, bioinformatics and statistical analysis is also provided in the Supplementary materials and methods section.

## Results

### The genetic background of the mouse

Following repeated brother-sister mating of the C57BL/6J;129S1/SvImJ mice (B6/129) over a four-year time frame, it was observed that the histological phenotype of steatohepatitis could be obtained consistently. A set of 158 single nucleotide polymorphisms (SNPs) that included both specific C57BL/6 and 129S1 SNPs was tested in a random set of six mice (Supplementary Table 2). These demonstrated that approximately 60% of the SNPs were of C57BL/6 origin while the rest were of 129S1 origin. Importantly, all mice were genetically identical confirming the isogenic nature of the strain. The mice have been re-derived and their genotype and phenotype were found to be maintained.

### DIAMOND mice develop obesity, liver injury, dyslipidemia and insulin resistance

B6/129 mice fed a WD SW developed rapid weight gain and obesity compared to CD NW-fed control mice (Fig. 1A). This was accompanied by an increase in liver weight at all time points (data for weeks 8 and 52 shown in Fig. 1B). Feeding a WD SW diet also led to a significant increase in AST and ALT which persisted up to 52 weeks of diet administration (Fig. 1C). Mice fed a WD SW diet also developed an increase in total cholesterol and LDL-cholesterol (LDL-c), as it has been reported in humans with NASH [9]. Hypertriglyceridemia also developed in these mice and was maximal at 8 weeks (Fig. 1D). At week 52, LDL-c remained significantly elevated while the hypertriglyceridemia declined to values noted in CD NW-fed mice.

Insulin resistance was assessed using an insulin tolerance test (ITT). Although WD SW-fed mice remained initially insulin sensitive at 8 weeks, they developed significant insulin resistance at 16 weeks which was sustained up to 52 weeks (Figs. 1E, 7B). On a separate day, a glucose tolerance test (GTT) was also performed. While glucose levels were often higher following intraperitoneal glucose administration in mice fed WD SW (Fig. 1F), these differences did not reach statistical significance. This suggested that despite insulin resistance, the mice still had enough pancreatic islet β cell reserve to be able to mount a glucoregulatory insulin response after a glucose challenge. There was also a trend towards decreased circulating adiponectin 8 weeks after WD SW initiation which remained relatively unchanged thereafter (Supplementary Fig. 1). Thus, these results indicate that B6/129 mice fed a WD SW diet develop obesity, dyslipidemia, liver injury and insulin resistance.

### DIAMOND mice sequentially develop a fatty liver, steatohepatitis and advanced fibrosis

Within 4–8 weeks of WD SW administration, the liver became tan and visibly lighter in color compared to CD NW-fed mice and this was maintained at 16–24 and 52 weeks (Fig. 2A). At week 52, the surface of the liver demonstrated nodularity in some but not in all mice and multiple foci of tumors with hemorrhage within some of the larger tumors were seen at the time of necropsy.

Liver histology indicated that all WD SW-fed mice developed extensive macrovesicular and small droplet steatosis by week 8 (Fig. 2 and Supplementary Fig. 2). The latter were seen most commonly in zone 3. Most mice had grade 3 steatosis at 8 weeks but this declined after 32 weeks. These findings were confirmed by Oil-Red-O staining and by direct triglyceride quantification (Supplementary Fig. 2).

Steatohepatitis developed in an increasing proportion of mice after week 8 and became pronounced after 16–24 weeks following initiation of WD SW diet. This was characterized by steatosis, lobular inflammation and hepatocellular ballooning some with Mallory-Denk bodies (MDB) (Fig. 2B–D). Histologically, the ballooning, Mallory-Denk bodies and apoptotic cells were as typically described in the literature and comparable to human NASH (Figs. 2D and 3). In contrast to the decrease in steatosis, ballooning and inflammation were prominent at week 52. Cytokeratin-18 (CK-18) stains revealed normal staining in histologically normal hepatocytes and clearing within ballooned cells as described in humans (Fig. 2D) [10].

The NAFLD activity score (NAS) increased by week 8 and remained significantly higher than chow-fed mice by week 52 (Fig. 2C). At earlier time points, steatosis contributed disproportionately to the NAS while at late time points, inflammation and ballooning were the major contributors.

Pericellular stage 1 sinusoidal fibrosis, as assessed by Sirius Red staining, was present by weeks 16–24 after initiation of the WD SW diet, with also stage 2 fibrosis observed in some mice. Fibrosis increased progressively and by week 52, severe bridging fibrosis was noted in the majority of mice with early nodule formation in some (Figs. 2B, 3 and Supplementary Fig. 3A). The fibrosis pattern resembled that seen in humans with stages 1–3 patterns of fibrosis identified in the mice (Fig. 3). Collagen fibrils could be seen in the sinusoids at high magnification and the activation of fibrogenesis was further confirmed by α-smooth muscle actin and desmin stains (Supplementary Fig. 3B, C) [11]. Quantitative morphometry further demonstrated that the collagen proportional area increased to 2.3 ± 0.4% by week 52 in WD SW-fed mice. Collectively, these results indicate that B6/129 mice fed a WD SW diet sequentially developed steatosis, steatohepatitis and progressive fibrosis (16 weeks onwards).

### Activation of signaling pathways relevant to human NASH

Increased lipogenic-, inflammatory- and pro-apoptotic signaling are hallmarks of NASH in humans [12–14]. At both weeks 8 and 52, there was a significant increase in expression of fatty acid synthetase (FAS) as well as acetyl CoA carboxylase (ACC) (Fig. 4A). Endoplasmic reticulum (ER) stress was evident in the livers from WD SW-fed mice with the detection of an active phosphorylation of PERK by 8 weeks and increased *CHOP* mRNA expression at later time point (52 weeks) (Supplementary Fig. 4A, B). However, IRE-1 activity as assessed by Xbp-1 splicing remained unchanged by high fat diet throughout the time course of the unfolded protein response (UPR) (Supplementary Fig. 4C). Phosphorylated and activated JNK, a key mediator of inflammation in human NASH [12,15], significantly increased after week 8 up to week 52. Activation of apoptotic signaling relevant to human NASH and lipotoxicity [16,17] via increased expression in pro-apoptotic proteins BIM and p53 upregulated modulator of apoptosis (PUMA), and cleaved poly ADP ribose polymerase (PARP) and caspase 3 was observed at later time points (data for week 52 shown in Fig. 4A).

### DIAMOND mice have a transcriptomic profile similar to humans with NASH

Volcano plot and heat map visualization of the hepatic transcriptome demonstrated distinct differences between CD NW-fed and WD SW-fed mouse at 8 weeks (Fig. 4B, C). The separation of gene expression profile was further confirmed by principal component analysis. There was also a remarkable similarity in gene expression signatures from one mouse to the other within each experimental group. Gene Ontology™ evaluation indicated a major effect of genes involved in multiple metabolic processes by week 8 in WD SW-fed mice (Fig. 4D). Gene Set Enrichment Analysis, based on *a priori* defined sets of genes along specific pathways, demonstrated multiple pathways that were differentially activated with blood coagulation, TGF-β-Wnt, cytoskeletal remodeling and LRRK2 in Parkinsons disease as the top four pathways based on statistical significance (Fig. 4E and Supplementary Fig. 5). There was also evidence for increased apoptotic and inflammatory signaling pathway activation at a transcriptional level. Biological networks activated by WD SW was further determined (Fig. 4F) in an unbiased manner using the Analyze Networks algorithm [18,19]. A β-catenin, JAK2, SMAD3, TGF-β receptor type II, ILK network that impacts cell proliferation, regulation of phosphorylation and macromolecule metabolic processes was the principal network upregulated by WD SW at 8 weeks (Supplementary Table 3).

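Liver RNA of 5 CD NW-fed and 5 WD SW-fed mice was measured at 52 weeks on Illumina mouse whole-genome BeadChips, each array holding the RNA of 1 mouse. The WD SW samples were liver adjacent to tumors, so that the diet and the presence of tumors cannot be told apart in this comparison. Levels in the WD SW liver of mouse 5R matched a tumor share of 0.332 over genes higher and 0.478 over genes lower in tumors. The deposited values used here are the signal intensities of 45281 probes per array before normalization. How the authors normalized their own processed values is not given in the sources used here. The number of probes above background was 12293 to 14317 (median 13920) on the arrays of CD NW livers and 13189 to 15430 (median 15187) on those of WD SW livers. Background was corrected and arrays were quantile normalized with limma's neqc, with 1526 probes of odorant, vomeronasal and trace amine receptor transcripts standing in for the negative controls, which the deposited values do not include. These stand-ins were chosen once that was seen, and no test had then been run. A probe entered the test if it was above background, at a detection p under 0.01, on at least 5 of the 10 arrays compared. Each gene was represented by its brightest probe, which left 8429 genes in 14158 probes. Differences were tested with limma and adjusted by the method of Benjamini and Hochberg, and gene lists were tested with limma's camera. The lists, the tests and the rule for naming genes were otherwise set before the data were examined. Many lists, however, follow pathways that the paper reports from these same arrays. The choice of those lists is therefore not independent of these data. Where a gene was not above background on any array of a group, its fold is given as a bound, the mean of the brighter group against the mean of the dimmer one with each of its arrays set to the lowest signal above background, or to the probe's own signal where that was higher. The number of arrays limits the precision of each value.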

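Genes of myeloid cells and of the cytokine response were among those with the largest rises in WD SW livers at 52 weeks, and the asparagine synthetase gene Asns and the elongase gene Elovl3 among those with the largest falls. Ubd, a ubiquitin-like protein induced by inflammatory cytokines, had a log2 level of 10.07 ± 2.25 (SD, n = 5) on WD SW and 5.52 ± 0.52 (SD, n = 5) on CD NW. Its log2 fold change was 4.55 (standard error 0.87, adjusted p = 0.00806 from limma). Fcgr4, an Fc receptor of myeloid cells, had a log2 fold change of 3.90 (standard error 0.53, adjusted p = 0.00248). Ms4a6d was at least 7.91-fold higher, and Sla, an adaptor of antigen receptor signaling, at least 7.73-fold higher. The chemokine gene Ccl4 rose by 3.47 on the log2 scale, the efflux transporter gene Abcc4 by 3.43 and the formyl peptide receptor gene Fpr2 by 3.43. Asns, the asparagine synthetase gene, had a log2 fold change of -4.68 (standard error 0.45, adjusted p = 9.28e-04). Elovl3, a fatty acid elongase gene, was at least 7.98-fold lower. Susd4, a complement regulator gene, had a log2 fold change of -3.61, and Enho, which encodes adropin, one of -2.89.
These genes were taken by size among those whose 2 groups did not overlap. Of the 8429 genes tested, 824 changed at an adjusted p under 0.05, of which 512 were higher and 312 lower on WD SW. Of these, 339 were higher and 77 lower by more than 2-fold. In 852 genes (10.1%) no WD SW liver overlapped a CD NW liver, against a share of 0.794% from chance alone. The count was 522 without the CD NW liver of mouse 1L, 509 without that of 1R and 475 without that of 2L. With detection on all 10 arrays 499 changed, 247 higher and 252 lower. That filter drops genes at background on CD NW that rise on WD SW, and only 556 of the 824 could be tested. It therefore cannot decide whether the excess of rises holds. With no filter 507 were higher and 206 lower. When 200 genes were changed in simulated arrays of this comparison, 29.9% of those changed 1.5-fold, 67.2% of those changed 2-fold and 93.9% of those changed 4-fold were recovered among 8429 genes, and 6 of the 137 genes called had not been changed.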

The hepatic gene expression at a late time point (week 52) was also different from CD NW-fed mice for the same duration (Fig. 5A–D). In contrast to the changes seen at 8 weeks, there was increased transcriptional activation of oxidative stress, innate immune system and inflammatory pathways at 52 weeks (Fig. 5A–D). This is consistent with data on these pathways in disease progression in humans with NASH [20,21]. 

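Most measured genes of the phagocyte NADPH oxidase, of macrophages and of neutrophils were higher in WD SW livers at 52 weeks, and the antioxidant list was higher by its test. Of 8 measured genes of NADPH oxidase and the respiratory burst, 7 were higher on WD SW, 0 were lower and 1 did not pass the test (7 higher when adjusted over the list alone). The median log2 fold change of this list was 1.79 (adjusted p = 1.28e-07 from camera, and adjusted p = 0.268 with an estimated correlation). Prkcb, a protein kinase C that activates the oxidase, had a log2 level of 7.66 ± 0.58 (SD, n = 5) on WD SW and 5.44 ± 0.47 (SD, n = 5) on CD NW, a log2 fold change of 2.22 (standard error 0.30, adjusted p = 0.00241). Vav1, an exchange factor of Rac, had a log2 fold change of 2.29 and Ncf4, the p40 subunit of the oxidase, one of 2.14. Rap1b, a member that the study also drew in the heat map of Fig. 5D and whose direction is therefore not independent, had one of 0.77.
Of 28 antioxidant and NRF2 target genes, 4 were higher and 0 lower (5 and 0 adjusted over the list alone), with a median log2 fold change of 0.25 (adjusted p = 0.0136, and adjusted p = 0.628 with an estimated correlation). Hmox1, which encodes the heme-degrading enzyme heme oxygenase 1, had a log2 fold change of 2.13 (standard error 0.30, adjusted p = 0.00251), and Gstm2, a glutathione transferase gene, one of 1.23. Abcc4, a transporter gene among the largest rises, also belongs to this list. The call of the antioxidant list ended without the WD SW liver of mouse 5N (adjusted p = 0.245), with median scaling (0.0502), with detection on all 10 arrays (0.0847) and with array weights (0.0772).
Of 16 macrophage and monocyte genes, 13 were higher and 1 was lower (15 and 1 adjusted over the list alone). Their median log2 fold change was 2.59 (adjusted p = 3.25e-12, and adjusted p = 0.268 with an estimated correlation). Lgals3, the galectin-3 gene, had a log2 fold change of 3.21 (standard error 0.42, adjusted p = 0.00221). Mpeg1, a pore-forming protein of phagocytes, rose by 2.57 on the log2 scale, the lysozyme gene Lyz2 by 2.76 and the myeloid adaptor gene Tyrobp by 2.69. Of 7 neutrophil markers, 6 were higher and 0 lower (7 and 0 adjusted over the list alone), with a median of 2.88 (adjusted p = 3.59e-07, and adjusted p = 0.268 with an estimated correlation). S100a8 and S100a9, the subunits of calprotectin, had log2 fold changes of 2.98 and 2.94.
Among 24 complement genes, 4 were higher and 3 lower (4 and 5 adjusted over the list alone), and the list as a whole did not pass (adjusted p = 0.899), with a median of -0.093 and a mean of 0.27. C1qb and C1qc, which macrophages make and which the macrophage list also holds, rose by 3.33 and 3.08, and C1rl, which the study drew in Fig. 5D, had a log2 fold change of -0.68. Of 25 acute phase and inflammatory cytokine genes, 4 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median of 0.30 (adjusted p = 0.00239, and adjusted p = 0.628 with an estimated correlation). Tlr2, a receptor for bacterial lipoproteins, had a log2 fold change of 2.36 (standard error 0.35, adjusted p = 0.00306), and Il1rn, the interleukin-1 receptor antagonist, rose by 2.26. Without the WD SW liver of mouse 6L the acute phase list no longer passed (adjusted p = 0.0553). From the gene ontology, gene set enrichment, process network and heat map results on these arrays, the paper states that oxidative stress, innate immune and inflammatory pathways were activated at a transcriptional level.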

Gene ontology (GO) and process networks analysis also identified activation of multiple inflammatory processes with disease progression (Fig. 5A, C). 

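The lists of interferon-stimulated genes, chemokines, leukocyte adhesion and lipid-laden macrophages were higher in WD SW livers by their tests, although none of them passed with an estimated correlation. Those of endothelial, stellate and bile duct cells did not pass. Of 24 interferon-stimulated genes, 9 were higher on WD SW and 0 lower (14 and 0 adjusted over the list alone). The median log2 fold change was 0.94 (adjusted p = 6.66e-09 from camera, and adjusted p = 0.342 with an estimated correlation). Gbp3, a guanylate-binding protein gene, had a log2 level of 8.61 ± 0.98 (SD, n = 5) on WD SW and 5.71 ± 0.41 (SD, n = 5) on CD NW. Usp18, which removes the ubiquitin-like modifier ISG15, had a log2 fold change of 2.36 (standard error 0.39, adjusted p = 0.00462). Ifngr1, the interferon gamma receptor gene that the study drew in Fig. 5D, rose by 1.30.
Of 9 measured chemokine and chemokine receptor genes, 4 were higher and 1 was lower (4 and 1 adjusted over the list alone), with a median of 0.83 (adjusted p = 0.0142, and adjusted p = 0.316 with an estimated correlation). Ccl5, which attracts T cells, had a log2 fold change of 3.08 (standard error 0.42, adjusted p = 0.00241), and Cxcl9, induced by interferon gamma, one of 3.26 (standard error 0.59, adjusted p = 0.00643). Ccl25, the member that fell, was drawn as lower in Fig. 5D by the study and had a log2 fold change of -0.89. With probes required above background on all 10 arrays the adjusted p of this list was 0.738, and with array weights 0.0634.
Of 12 leukocyte and endothelial adhesion genes, 5 were higher and 0 lower (5 and 0 adjusted over the list alone, median 0.65, adjusted p = 2.99e-06, and adjusted p = 0.268 with an estimated correlation). Cd44, a receptor for hyaluronan, rose by 2.59 on the log2 scale and Vcam1, which binds leukocyte integrins, by 2.91. Selplg, the selectin ligand of leukocytes, was at least 3.03-fold higher. Of 16 genes of lipid-associated macrophages and phagocytosis, 7 were higher and 0 lower (8 and 0 adjusted over the list alone, median 0.70, adjusted p = 5.59e-05, and adjusted p = 0.316 with an estimated correlation). Lpl, the lipoprotein lipase gene, had a log2 fold change of 2.47 (standard error 0.35, adjusted p = 0.00250) and Gpnmb, a glycoprotein of lipid-laden macrophages, rose by 2.95. Mmp12, the macrophage elastase gene, was at least 3.90-fold higher.
Among markers of other cells, 5 of 6 measured B and plasma cell genes were higher and 0 lower (5 and 0 adjusted over the list alone, median 3.03, adjusted p = 1.79e-04, and adjusted p = 0.268 with an estimated correlation). The members that rose include Cd74, H2-Aa, H2-Ab1 and H2-Eb1, which serve antigen presentation in macrophages and dendritic cells too, and Cd74 had a log2 fold change of 3.37 (standard error 0.66, adjusted p = 0.00912). Of 16 endothelial, 11 stellate cell and fibroblast and 7 cholangiocyte markers, 0 rose and 0 fell, with medians of -0.39, -0.27 and -0.19 (adjusted p = 0.666, 0.540 and 0.667, and the same counts held when adjusted over the list alone). The stellate cell list passed as lower without the WD SW liver of mouse 5N (adjusted p = 0.0384). Of 6 blood and erythroid genes, 1 was higher and 1 was lower (adjusted p = 0.899).

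**Figure D1:**
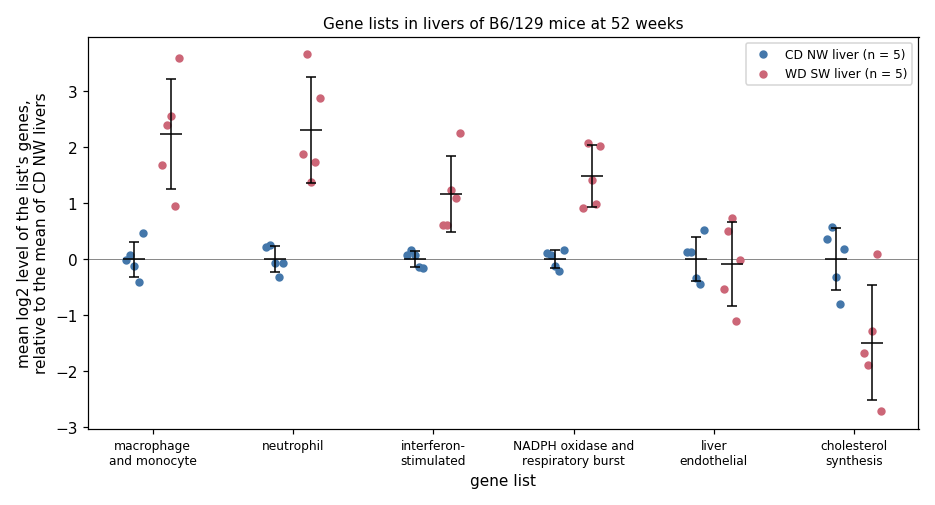
Mean log2 level of the genes of 6 lists in each liver at 52 weeks, relative to the mean of the 5 CD NW livers, with 1 point per mouse and the mean ± SD of each group (n = 5) in black. On WD SW, macrophage genes lie 2.24 ± 0.988 above the CD NW mean and endothelial genes -0.086 ± 0.752 from it, and cholesterol synthesis genes in WD SW livers range from -2.71 to 0.091.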

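At 52 weeks, the lists of cholesterol synthesis and of amino acid catabolism were lower in WD SW livers by their tests, although neither passed with an estimated correlation. Those of fatty acid synthesis and oxidation did not pass. Arrays of mice fed for 8 weeks were not analysed here, so these values describe 52 weeks alone. Of 15 measured genes of cholesterol synthesis and uptake, 7 were lower on WD SW and 0 higher (11 and 0 adjusted over the list alone). Their median log2 fold change was -1.40 (adjusted p = 6.45e-07 from camera, and adjusted p = 0.432 with an estimated correlation). Idi1, the isopentenyl diphosphate isomerase gene, had a log2 level of 7.31 ± 1.16 (SD, n = 5) on WD SW and 9.31 ± 0.38 (SD, n = 5) on CD NW, a log2 fold change of -2.01 (standard error 0.46, adjusted p = 0.0204). Srebf2, which encodes the transcription factor of sterol synthesis, had a log2 fold change of -0.98. Both calls ended without the CD NW liver of mouse 1L or 1R (adjusted p up to 0.0527 and 0.0561).
Of 20 genes of de novo lipogenesis, 1 was higher and 1 was lower (1 and 1 adjusted over the list alone, list median 0.28, adjusted p = 0.679). Fasn and Acaca, which encode fatty acid synthase and an acetyl-CoA carboxylase, were below the background filter and are not among the 20. The list test therefore does not cover them. The higher member was Scd1, the stearoyl-CoA desaturase gene, with a log2 fold change of 0.55 (standard error 0.16, adjusted p = 0.0480), a call that ended without any 1 of 9 of the 10 arrays, all but the WD SW liver of mouse 6L (adjusted p up to 0.0989). The lower one was the elongase gene Elovl3. Of 26 genes of fatty acid oxidation and PPARA targets, 0 were higher and 1 was lower (0 and 0 adjusted over the list alone, median 0.039, adjusted p = 0.701). Of 13 lipid droplet genes, 2 were higher and 0 lower (2 and 0 adjusted over the list alone, median 0.12, adjusted p = 0.132, and 0.0382 without the CD NW liver of mouse 2N). Pparg, a nuclear receptor that drives lipid storage, had a log2 fold change of 1.17 (standard error 0.22, adjusted p = 0.00712).
Of 20 genes of bile acid synthesis and transport, 3 were lower and 0 higher (5 and 1 adjusted over the list alone, median -0.26, adjusted p = 0.132). The list passed with median scaling (adjusted p = 0.0476) and with no filter on dim probes (adjusted p = 0.0151). Cyp7b1 and Cyp8b1, hydroxylases of bile acid synthesis, had log2 fold changes of -1.56 and -1.70, and Slc10a1, which takes bile acids up from blood, one of -1.30. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had one of 1.90 and did not pass (adjusted p = 0.0508), although it passed with array weights, with all 15 arrays in 1 fit and without the CD NW liver of mouse 2N or the WD SW liver of mouse 6L. Of 16 genes of sex steroid synthesis and metabolism, 2 were higher and 1 was lower (3 and 6 adjusted over the list alone, median -0.26, adjusted p = 0.679). Cyp17a1, the 17-alpha-hydroxylase gene, had a log2 fold change of 2.61 (standard error 0.41, adjusted p = 0.00365), the estrogen sulfotransferase gene Sult1e1 was at least 5.28-fold higher, and Hsd3b5, a male-biased steroid dehydrogenase gene, had a log2 fold change of -5.15.
Of 28 genes of the urea cycle and amino acid catabolism, 2 were lower and 0 higher (2 and 0 adjusted over the list alone, median -0.34, adjusted p = 0.00655, and adjusted p = 0.623 with an estimated correlation). The list did not pass without the WD SW liver of mouse 6L (adjusted p = 0.0592) or with array weights (0.0929). Agxt, the alanine-glyoxylate aminotransferase gene that the study drew in Fig. 5D, had a log2 fold change of -1.45 (standard error 0.26, adjusted p = 0.00627). Of 20 genes of glutamine, glutamate, histidine and proline metabolism, 4 were lower and 1 was higher (5 and 2 adjusted over the list alone, median -0.18, adjusted p = 0.147), with the histidine ammonia-lyase gene Hal at -1.40 and Amdhd1, which acts later in histidine breakdown, at -1.19. Of 28 hepatocyte differentiation genes, 2 were lower and 0 higher (3 and 1 adjusted over the list alone, median -0.14, adjusted p = 0.126), and the list passed as lower at adjusted p = 0.0315 to 0.0379 without WD SW liver 4N or 4R, and with median scaling (0.0216) and with no filter (0.0307).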

While the metabolic pathway changes noted at 8 weeks were still altered at 52 weeks, they were less prominent.

The hepatic transcriptome of the B6/129 mice was compared to an existing data set of human controls and non-cirrhotic NASH (41 normal/healthy obese and 18 NASH patients) [22]. A strong concordance of the mouse gene expression patterns at 8 and 52 weeks to the human NASH transcriptome was observed (FDR 0.02 and 0.08, respectively) (Fig. 5E). When compared to human cirrhosis of varied etiologies including NASH (186-gene signature, including 73 poor prognosis-correlated and 113 good prognosis-correlated genes) [23,24], the pattern of gene expression within the mouse transcriptome at 52 weeks demonstrated significant concordance with cirrhosis of poor prognosis (FDR <0.001) (Fig. 5F).

### Development of HCC in DIAMOND mice

HCC developed in 89% of mice between weeks 32–52. There were 3 or more foci of tumors in each mouse (Figs. 2A, 6A and Supplementary Table 4). All mice had foci of well-differentiated HCC and 40% had poorly differentiated HCC. Also, hepatic adenomas (Supplementary Fig. 6), some with foci of HCC within them, were noted in 25% of the mice. At a transcriptomic level, the HCC transcriptome was related to the S1 or S2 subclasses of human HCC [23] (FDR: 0.013 and 0.014 respectively) (Fig. 6B). 

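Tumors and the liver adjacent to them, from the same 5 WD SW-fed mice at 52 weeks, were measured on the same kind of arrays and normalized together with the livers of CD NW-fed mice. Between 13432 and 15829 probes (median 14247) were above background on the arrays of tumors. Liver and tumor carry the same 5 mouse labels (4N, 4R, 5N, 5R and 6L), and the deviations of each pair from their group means correlated across genes at r = 0.189 to 0.520, higher than with any other mouse. The comparison covered 8674 genes in 14670 probes, and limma was fitted without the mouse as a term because the text of the paper names no paired test. With the mouse as a block, 907 genes changed, 383 higher and 524 lower, against 348 without it, and 344 of these 348 were among the 907. The fit without the mouse leaves differences between mice in its error, so that a gene not called by it may pass with the block. Across probes, the liver of mouse 5R correlated with the tumor of the same mouse at r = 0.968, against a median of 0.929 over all pairs of a WD SW liver and a tumor. Probes are not independent replicates. Without both arrays of mouse 5R, an alternative added after this was seen, 326 genes changed. The count was 226 without the liver of mouse 4N, 154 without that of 4R, 227 without that of 5N and 176 without the tumor of 5N. In simulated arrays of this comparison, 16.4% of genes changed 1.5-fold, 52.2% of those changed 2-fold and 92.4% of those changed 4-fold were recovered among 8674 genes, and 5 of 112 genes called had not been changed.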

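In the tumors, the lists of urea cycle, complement, macrophage and chemokine genes were lower than in the adjacent liver by their tests, although none of them passed with an estimated correlation. The histidine breakdown genes Hal and Uroc1 were lower too, and Glul and the glutamate transporter gene Slc1a2 were higher. Of 8674 genes, 170 were higher and 178 lower in tumors at an adjusted p under 0.05, 124 and 124 of them by more than 2-fold. In 492 genes (5.67%) no tumor overlapped a liver, against 0.794% by chance. That chance share takes all arrays as independent, which liver and tumor of the same mouse are not. Among genes without overlap, the largest rise was in Pnliprp1, a lipase-related gene of the pancreas, with a log2 fold change of 5.60 (standard error 1.19, adjusted p = 0.0244), a call that ended without the liver of mouse 4R, 5N or 6L or the tumor of 4N or 5N (adjusted p up to 0.0671). Sult2a2, a sulfotransferase gene, had a log2 fold change of 4.26 (standard error 0.76, adjusted p = 0.0117) and Plat, the tissue plasminogen activator gene, one of 4.21 (standard error 0.81, adjusted p = 0.0165). Reep1, an endoplasmic reticulum protein gene, rose by 3.46 on the log2 scale. Hal, the histidine ammonia-lyase gene, had a log2 level of 6.26 ± 1.77 (SD, n = 5) in tumors and 11.22 ± 0.64 (SD, n = 5) in adjacent liver, a log2 fold change of -4.96 (standard error 0.71, adjusted p = 0.00449). Aspg, an asparaginase gene, had a log2 fold change of -4.36 and Sfxn1, a mitochondrial serine transporter gene, one of -4.04.
Of 28 genes of the urea cycle and amino acid catabolism, 5 were lower and 1 was higher in tumors (10 and 2 adjusted over the list alone). Their median log2 fold change was -0.69 (adjusted p = 6.73e-05 from camera, and adjusted p = 0.609 with an estimated correlation). Arg1, the arginase of the urea cycle, had a log2 fold change of -4.01 (standard error 0.72, adjusted p = 0.0118). Gldc, which cleaves glycine, had one of -3.08 (adjusted p = 0.0231, and up to 0.0657 without the liver of mouse 4N, 4R or 5N or the tumor of 5N), and Agxt2, the higher member, one of 0.56 (adjusted p = 0.0329, and up to 0.0891 without WD SW liver 4N, 4R or 5N or WD SW tumor 4N, 4R, 5N or 6L). The study drew Arg1 and Agxt2 in Fig. 6D. Of 21 genes of glutamine, glutamate, histidine and proline metabolism, 4 were higher and 3 lower (5 and 6 adjusted over the list alone, median -0.031, adjusted p = 0.726). Glul, glutamine synthetase, had a log2 fold change of 2.30 (standard error 0.39, adjusted p = 0.00965), and Slc1a2, a glutamate transporter gene, one of 2.54, whereas Uroc1, a later enzyme of histidine breakdown, had one of -2.36. Glul and Uroc1 are also drawn in Fig. 6D.
Of 29 antioxidant and NRF2 target genes, 1 was higher and 0 lower (1 and 0 adjusted over the list alone, median 0.32, adjusted p = 0.0180, and adjusted p = 0.738 with an estimated correlation). The higher gene was Gstm2, a glutathione transferase, with a log2 fold change of 1.48 (standard error 0.25, adjusted p = 0.00954). The call of the list ended without the liver of mouse 4N (adjusted p = 0.105), the liver of 4R (0.0912) or the tumor of 5N (0.0838), and with median scaling (0.0559). Of 9 genes of NADPH oxidase and the respiratory burst, 1 was lower and 0 higher (5 and 0 adjusted over the list alone, median -0.91, adjusted p = 8.44e-04, and adjusted p = 0.609 with an estimated correlation).
Of 15 macrophage and monocyte genes, 0 were higher and 0 lower (0 and 3 adjusted over the list alone), with a median of -0.95 (adjusted p = 1.63e-04, and adjusted p = 0.738 with an estimated correlation). The Kupffer cell receptor gene Clec4f had a log2 fold change of -2.11 (adjusted p = 0.0527, and 0.00518 with the mouse as a block), and Mpeg1 one of -1.27 (adjusted p = 0.0855, and 0.00192 with the block). Of 13 chemokine and receptor genes, 2 were lower and 0 higher (4 and 1 adjusted over the list alone, median -0.96, adjusted p = 0.00891, and adjusted p = 0.372 with an estimated correlation). Cxcl12, made by stromal and endothelial cells, had a log2 fold change of -1.73 (standard error 0.24, adjusted p = 0.00426). Of 25 acute phase and inflammatory cytokine genes, 0 were higher and 0 lower, also when adjusted over the list alone (median -0.39, adjusted p = 0.0180, and adjusted p = 0.738 with an estimated correlation). The call of this list ended without the liver of mouse 4N (adjusted p = 0.0666), that of 6L (0.226) or the tumor of 5N (0.157) or 5R (0.109).
Of 24 complement genes, 5 were lower and 0 higher (7 and 0 adjusted over the list alone, median -0.48, adjusted p = 1.25e-06, and adjusted p = 0.274 with an estimated correlation). C9, a pore-forming component of the membrane attack complex that the study drew in Fig. 6D, had a log2 fold change of -3.92 (standard error 0.48, adjusted p = 0.00215), and C8a, another component, one of -1.96. Of 19 extracellular matrix and fibrogenesis genes, 0 were higher and 0 lower, also when adjusted over the list alone (median -0.52, adjusted p = 0.0983). The list passed as lower without the liver of mouse 4N (adjusted p = 0.0174) or 5R (0.0139) or the tumor of 4N (0.0437) or 4R (0.0393), and with no filter (0.00317). Decorin (Dcn), a proteoglycan of collagen fibers, had a log2 fold change of -1.73 (adjusted p = 0.230, and 0.0264 with the mouse as a block). Of 12 leukocyte and endothelial adhesion genes, 0 were higher and 0 lower, also when adjusted over the list alone (median -0.37, adjusted p = 0.271, and 0.0477 without the liver of mouse 5R and 0.0224 with no filter).
By their tests, the lists of endothelial, stellate cell and neutrophil markers were lower in tumors together with the macrophage list, with 1 gene of the 3 lists past the threshold. The median log2 fold change was -0.50 for endothelial markers (adjusted p = 0.0446, and adjusted p = 0.738 with an estimated correlation), -0.65 for stellate cell and fibroblast markers (adjusted p = 0.0446, and adjusted p = 0.738 with an estimated correlation) and -0.68 for neutrophil markers (adjusted p = 0.0446, and adjusted p = 0.738 with an estimated correlation). Of endothelial markers, 0 of 18 were higher and 1 lower, and 0 and 1 when adjusted over the list alone, of stellate cell markers, 0 of 10 were higher and 0 lower, and 0 and 0 when adjusted over the list alone, and of neutrophil markers, 0 of 8 were higher and 0 lower, and 0 and 0 when adjusted over the list alone. The endothelial call ended at adjusted p = 0.0628 to 0.372 without WD SW liver 4R, 5N or 6L or WD SW tumor 5R or 6L, and with median scaling (0.0748) and with detection on all 10 arrays (0.131). The stellate cell call ended at adjusted p = 0.0991 to 0.355 without WD SW liver 4R or 5N or WD SW tumor 5R or 6L, and with median scaling (0.0649) and with array weights (0.0593). The neutrophil call ended at adjusted p = 0.0721 to 0.190 without WD SW liver 4R or 6L or WD SW tumor 4N, 5N or 5R, and with no background correction (0.0649), with median scaling (0.0669), with the authors' values (0.0627), with no filter (0.0869), with detection on all 10 arrays (0.105), with background correction without control probes (0.0589) and without both arrays of mouse 5R (0.0930). With the mouse as a block more members passed: 0 higher and 4 lower for endothelial, 0 higher and 1 lower for stellate cell, 0 higher and 3 lower for neutrophil, 0 higher and 7 lower for macrophage, 0 higher and 6 lower for chemokine, 1 higher and 6 lower for acute phase, 0 higher and 4 lower for respiratory burst, 6 higher and 0 lower for antioxidant, 0 higher and 8 lower for complement, 0 higher and 2 lower for matrix, 1 higher and 1 lower for adhesion, 1 higher and 12 lower for urea cycle and 5 higher and 6 lower for glutamine and histidine genes. Among them, Clec4g, a lectin gene of sinusoidal endothelium, had adjusted p = 0.00656 with the block and a log2 fold change of -1.67, and the formyl peptide receptor gene Fpr2 had 0.0247 and -1.56.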

Compared to surrounding non-tumorous liver in mice on WD SW, the HCC transcriptome demonstrated activation of several pathways related to nitrogen and amino acid metabolism, oxidative stress signaling, inflammation and cell adhesionextracellular matrix remodeling (Fig. 6C–G). 

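The estrogen receptor gene Esr1, the epidermal growth factor receptor gene Egfr and the hepcidin genes Hamp and Hamp2 were lower in tumors than in adjacent liver, genes of bile acid handling went both ways, and apoptosis and hypoxia genes showed few changes. Of 16 genes of estrogen, progesterone and androgen receptor signaling, 3 were lower and 0 higher in tumors (3 and 2 adjusted over the list alone, median -0.067, adjusted p = 0.305 from camera). The list passed as lower with probes required above background on all 10 arrays (adjusted p = 0.0263). Esr1, the estrogen receptor alpha gene, had a log2 level of 5.96 ± 0.18 (SD, n = 5) in tumors and 7.72 ± 0.44 (SD, n = 5) in adjacent liver, a log2 fold change of -1.76 (standard error 0.21, adjusted p = 0.00215). Igf1, which the study drew in Fig. 6D, had one of -2.61 (standard error 0.43, adjusted p = 0.00802). Egfr had one of -1.81 (adjusted p = 0.0177, and 0.0558 without the liver of mouse 4R).
Of 21 genes of bile acid synthesis and transport, 3 were higher and 3 lower (5 and 3 adjusted over the list alone). Their median log2 fold change was 0.17, their mean -0.015 and the direction of the test upward (adjusted p = 0.480). Cyp8b1, the sterol 12-alpha-hydroxylase gene, had a log2 fold change of -4.02 (standard error 0.71, adjusted p = 0.0114). Baat, which conjugates bile acids to amino acids, had a log2 fold change of -0.96 and Nr1h4, the bile acid receptor FXR, one of -0.95. Of 18 hypoxia and glycolysis genes, 1 was higher and 0 lower (3 and 0 adjusted over the list alone, median 0.047, adjusted p = 0.323), and the higher member Egln3, a prolyl hydroxylase of hypoxia-inducible factors, had a log2 fold change of 1.27 (standard error 0.23, adjusted p = 0.0116).
Of 21 apoptosis genes, 0 were higher and 0 lower, also when adjusted over the list alone (median -0.13, adjusted p = 0.630). The member with the smallest adjusted p was Bcl2l1, an inhibitor of apoptosis, at a log2 fold change of 0.97 (adjusted p = 0.0689, and 0.0312 with the mouse as a block). With the block 2 higher and 3 lower passed among hormone receptor genes, 5 higher and 3 lower among bile acid genes, 2 higher and 0 lower among hypoxia genes, 1 higher and 0 lower among apoptosis genes and 1 higher and 2 lower among iron genes. Of 18 iron and manganese transport genes, 2 were lower and 0 higher (3 and 1 adjusted over the list alone, median -0.39, adjusted p = 0.0149, and adjusted p = 0.338 with an estimated correlation). Hamp, which encodes hepcidin, had a log2 fold change of -2.39 (standard error 0.35, adjusted p = 0.00475) and Hamp2 one of -4.12 (adjusted p = 0.0381, and up to 0.105 without WD SW liver 4R, 5N or 5R or WD SW tumor 4N, 5N, 5R or 6L). The call of the iron list ended without the tumor of mouse 5R (adjusted p = 0.0589) and with detection on all 10 arrays (0.0532).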

Functional process network analysis (Fig. 6G and Supplementary Fig. 7) revealed changes related to progesterone signaling, bile acid regulation of lipid metabolism, hypoxia and oxidative stress, signal transduction-ESR1 and modulation of apoptosis induced by external signals by estrogen.

### The B6/129 strain is distinct from the parent strains with respect to recapitulating the NAFLD phenotype

Pure 129S1/SvImJ (S129) or C57BL/6J (B6) mice were fed WD SW diet for 16–22 weeks and compared to the B6/129 mice (Fig. 7A). In contrast to the B6/129 mice, both S129 and B6 mice fed WD SW for 16–22 weeks remained insulin sensitive with a marked drop in glucose levels following insulin administration similar to CD NW-fed mice (Fig. 7B). Also, the S129 mice had less hepatomegaly and significantly lower LDL-c and total cholesterol levels compared to B6/129 mice on the combination diet (Fig. 7A and Supplementary Table 5).

Although WD SW feeding induced similar lobular inflammation and hepatocyte ballooning in all three mouse strains at 16–22 weeks, steatosis was lower in S129 mice and there was a trend for decreased fibrosis as well (Fig. 7D). As a consequence, WD SW-fed S129 had a significantly lower NAS and Steatosis-Activity-Fibrosis Score (SAF). The pure B6 mice developed extensive macrovesicular steatosis by 22 weeks, but significantly less fibrosis as compared to B6/129 (Fig. 7C, D). While a longer duration of feeding up to 52 weeks induced greater fibrosis in the pure B6 mice, none of these mice developed any tumors (Supplementary Fig. 8). These results are consistent with the concept that B6/129 strain are more insulin resistant, develop faster steatohepatitis and HCC compared to the B6 mice. These changes occurred despite a similar decrease in n3- and n6-polyunsaturated fatty acids in all three strains (Fig. 7E).

To further gain insights into the differences between the B6 *vs*. B6/129 mice, their full hepatic transcriptomes on WD SW were compared in an unbiased manner at week 52. The B6/129 mice had significantly greater activation of multiple pathways that are known to be relevant for both NASH and oncogenesis. Cell adhesion/cell matrix interactions, regulation of angiogenesis, ECM remodeling, unfolded protein response, insulin signaling and bile acid regulation of lipid metabolism related networks were all upregulated in B6/129 mice compared to the B6 strain (Supplementary Figs. 9 and 10). Interestingly, both collagen IV-osteopontin-FAK1 network (Supplementary Table 6), as well as an activin A-MMP-2-syntenin 2 network, both of which have been associated with HCC development in humans [25–29], were upregulated in B6/129 mice as compared to B6 after 52 weeks of WD SW diet. Collectively, these results indicate that the crossed mouse background B6/129 fed a WD SW constitute a faster and more powerful model than the pure B6 mouse to recreate all biochemical and histological parameters and HCC development as seen in human NASH.

## Discussion

Animal models of human disease are an important element of translational science required to better model the disease at a molecular level, identify targets for therapeutics and for preclinical testing of specific compounds before embarking on expensive human clinical trials. To meet these needs, such models should come as close to human disease as possible. In the context of NASH, models should display all of the physiological, metabolic, histological and clinical endpoints of human NASH.

We here describe a mouse model (DIAMOND) where fatty liver disease was induced by caloric excess as occurs in most humans with NASH. Upon initiation of WD SW, the mice gained weight, became insulin resistant and developed dyslipidemia. They also sequentially developed steatosis, steatohepatitis and increasing fibrosis progressing to bridging fibrosis. It is remarkable that, given the challenges in recapitulating humanlike steatohepatitis in mice, the mice developed florid steatohepatitis with ballooning and Mallory-Denk bodies based on *a priori* criteria using the FLIP algorithm [30]. The mice also developed spontaneous HCC without the need for additional manipulations. At a transcriptomic level, there was a concordance in terms of the pathways activated in humans with NAFLD and mice with corresponding histologic phenotypes. Several key protein pathways relevant to human NASH were also activated in these mice. These mice therefore are similar to human disease in terms of initiation with caloric excess, changes in metabolic status and lipid abnormalities, liver histology, development of progressive fibrosis and HCC, changes in signaling pathways and activation of pathways at a transcriptomic level.

Also, this model is distinct from both parent strains. The 129S1/SvImJ (S129) mice failed to develop both insulin resistance and clear cut steatohepatitis. While the C57BL/6J (B6) mice eventually develop insulin resistance, they take a longer time to develop this hallmark of the metabolic syndrome. Also, their histology is milder and they do not develop HCC. At a molecular level, there was a substantially greater activation of cell stress and oncogenic pathways relevant for human disease in the B6/129 mice. The genetic basis for this predilection for HCC is an important question and future studies may provide some novel information on HCC development following prolonged lipotoxic stress.

While there were many similarities between the DIAMOND model and human NASH, it is also recognized that there were some dissimilarities. A large proportion of the mice developed spontaneous HCC while it is known that only a small proportion of afflicted humans develop HCC [31]. As with most other mice models, this model does not develop significant atherosclerosis as seen in obese humans with NAFLD [31]. Also, fully established cirrhosis was not commonly seen by week 52. It is possible that further dietary manipulation or knocking in the mutant human *PNPLA3* gene may accelerate fibrosis but remains a topic of future studies.

We anticipate that the DIAMOND mice could serve as a tool to study several scientific questions in the future. These include NASH, hepatic fibrosis and potentially HCC. The observed decrease in steatosis despite maintained insulin resistance in advanced disease recapitulates what is seen in humans and sets the stage to study this phenomenon mechanistically. It is unlikely to be due to weight loss, which appears to coincide clinically with onset of HCC, because the animals remain insulin resistant. Also, the development of bridging fibrosis in this model renders it more relevant model to study NASH-related fibrosis rather than traditional bile duct ligation or thioacetamide models. This model may additionally serve as another tool to understand the genetics of NASH especially with in depth analysis of the parent strains and the crossed strain in our model. Changes in the microbiome, as observed in human disease, remained to be evaluated in the DIAMOND model to further permit the study of dietmicrobiome interactions and their relationship to NASH. The authors look forward to future scientific endeavors and collaborations to tackle these interesting questions.

It is important to note that this model was not meant to and nor does it provide a novel unique mechanism for disease development that is distinct from all existing models. Rather, it recapitulates the physiological, metabolic, histological aspects of human NASH in the same model along with strong concordance with human disease with respect to changes within the transcriptome and activation of pathways known to be relevant for NASH.

In summary, this DIAMOND recapitulates the various phenotypes of NAFLD and their associated metabolic and underlying molecular characteristics. It is hoped that it will serve as a relevant model to identify therapeutic targets, model disease progression and test preventive and therapeutic approaches against NASH, hepatic fibrosis and HCC.

## Supplementary Material

Supplemental Material

## Figures and Tables

**Fig. 1:**
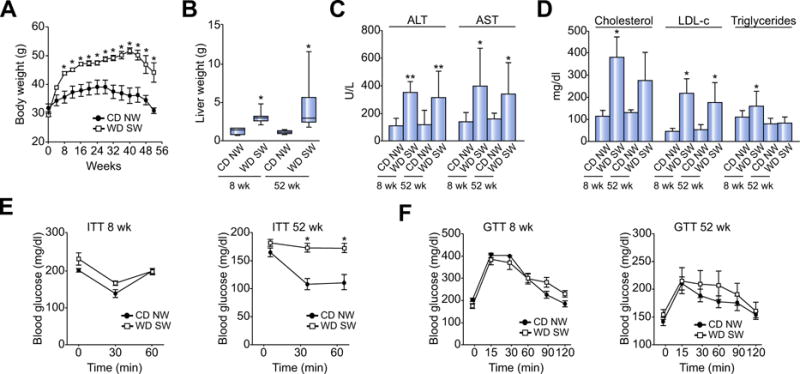
DIAMOND mice develop obesity, liver injury, dyslipidemia and insulin resistance B6/129 mice were fed a chow diet (CD NW) or high fructose/glucose, high fat Western Diet (WD SW) for up to 52 weeks. (A) Body weight change over time, (B) Liver weight, (C) serum ALT and AST levels, (D) serum cholesterol, LDL-c and triglycerides levels, (E) Insulin tolerance test (ITT) and (F) glucose tolerance test (GTT). Data are expressed as the mean ± SEM for 6–10 mice per group;*p <0.05 and **p <0.001, WD SW compared to CD NW.

**Fig. 2:**
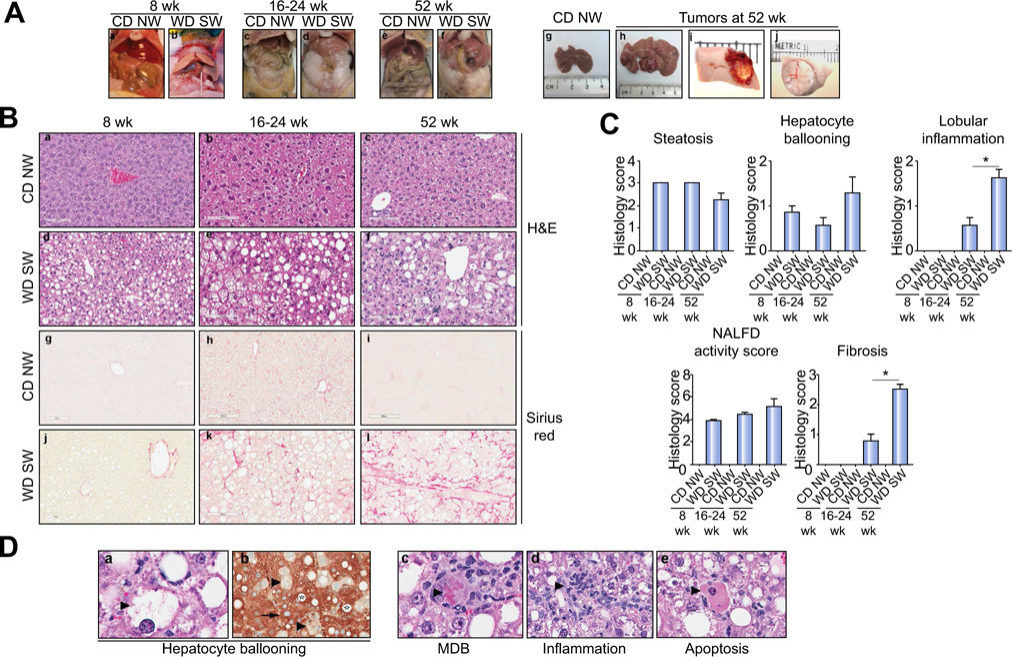
DIAMOND mice sequentially develop a fatty liver, steatohepatitis, advanced fibrosis and liver tumors (A) Gross liver from B6/129 mice fed a chow diet (CD NW) or high fructose/glucose, high fat Western Diet (WD SW) for 8 (a, b), 16–24 (c, d) and 52 weeks (e, f). In mice fed a high fat Western Diet for 52 weeks, multiple foci of tumors were observed at the time of necropsy (h–j) as compared to CD NW mice (g); areas of hemorrhage were seen in larger tumors (i). (B) Microscopic views of livers from CD NW or WD SW mice at 8 (a, d, g, j), 16–24 (b, e, h, k) or 52 weeks (c, f, i, l) of diet. Representative liver sections stained with hematoxylin-eosin (H&E) (a–f) or Picrosirius Red (g–l) are shown. Original magnification, ×20. (C) Histology score for steatosis, hepatocyte ballooning, lobular inflammation, NAFLD Activity Score and fibrosis were quantified. Data are expressed as the mean ± SEM for 6–10 mice per group; *p <0.05. (D) Representative images of hematoxylin-eosin (H&E) (a, c–e) and CK-18 (b) staining of liver tissue from mice fed a WD SW for 52 weeks depicting the individual component of steatohepatitis (as indicated by large arrow): (a) hepatocyte ballooning, (c) Mallory-Denk bodies (MDB), (d) lobular inflammation and (e) apoptotic bodies. (b) A marked CK-18 staining is present in the cytoplasm of normal hepatocytes (as indicated by small arrow), whereas in ballooned hepatocyte (as indicated by large arrow), a reduction (almost a complete loss) in CK-18 staining in their cytoplasm is noted. Lipid vacuoles are indicated by a star. Original magnification, ×40.

**Fig. 3:**
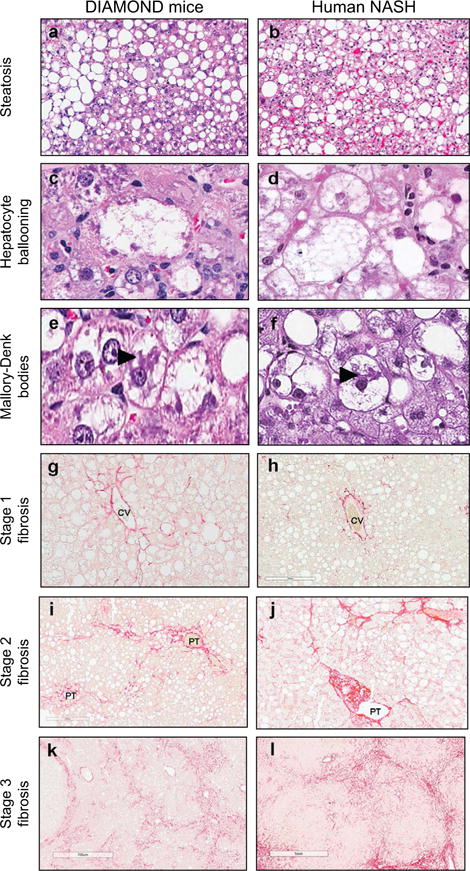
Main histological features of DIAMOND mice are comparable to human NASH Representative images of liver histology from DIAMOND mice (a,c,e,g,i,k) or human NASH (b, d, f, h, j, l) depicting steatosis (a, b; H&E; original magnification, ×5), Hepatocyte ballooning (c, d; H&E; original magnification, ×40), Mallory-Denk bodies (as indicated by large arrow) (e, f; H&E; original magnification, ×40), Stage 1 fibrosis (g, h; Sirius Red; original magnification, ×20), Stage 2 fibrosis (i, j; Sirius Red; original magnification, ×20), Stage 3 fibrosis (k, l; Sirius Red; original magnification, ×10). CV, central vein; PT, portal tract.

**Fig. 4:**
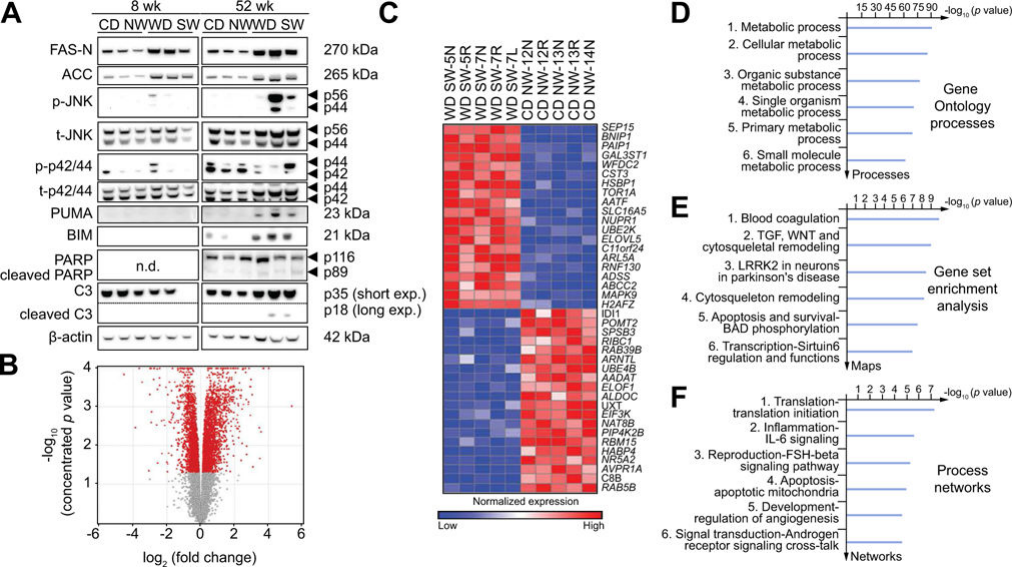
Activation of signaling pathways relevant to human NASH in the liver of DIAMOND mice (A) Whole cell lysates were prepared from liver tissue from B6/129 mice fed a chow diet (CD NW) or high fructose/glucose, high fat Western Diet (WD SW) for 8 or 52 weeks. Immunoblot analysis were performed for FAS-N, acetyl-CoA carboxylase (ACC), phosphorylated and total JNK (p-JNK and t-JNK), phosphorylated and total p42/p44 (p-p42/p44 and t-p42/p44), PUMA, BIM, PARP displaying cleaved PARP product p89 and caspase-3 (C3) displaying cleaved caspase-3 product p18. The cleaved form of C3 was only visualized after long exposure times. β-actin was used as a control for protein loading. Bands were cut and combined from the same radiograph. (B–F) Transcriptome analysis was performed on liver tissues from CD NW or WD SW mice after 8 weeks of diet (n = 5 per group). The data are presented as: (B) volcano plot; (C) Heat map demonstrating deregulated genes. Red and blue colors indicate high and low gene expression, respectively; (D) Gene ontology (GO) processes; (E) Gene set Enrichment Analysis (GSEA); and (F) Process Networks analysis. The top rank ordered processes, maps and networks are based on statistical significance.

**Fig. 5:**
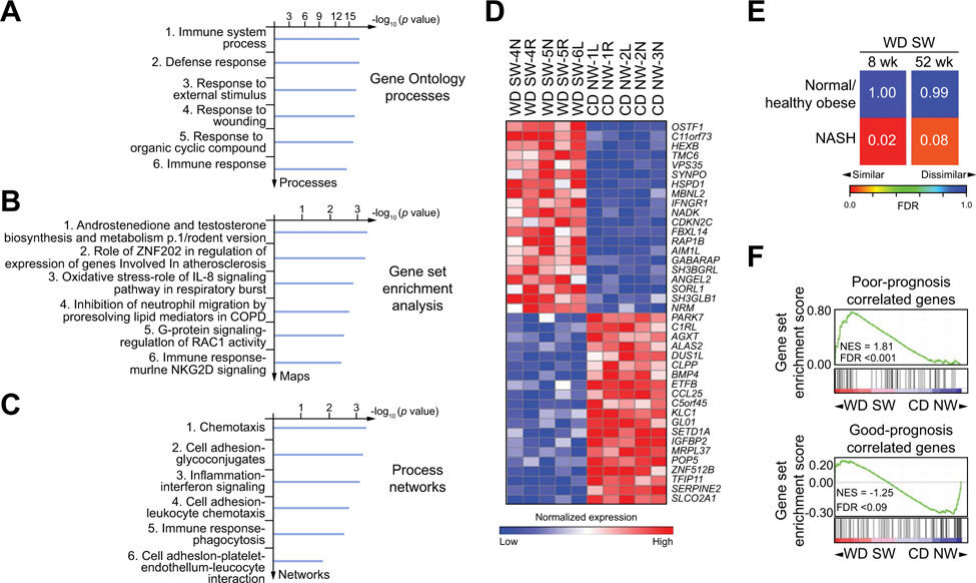
Hepatic gene expression dataset in DIAMOND mice at 52 weeks concords with a human liver cirrhosis and NASH-associated gene signature Transcriptome analysis was performed on liver tissues from B6/129 mice fed a chow diet (CD NW) or a high fructose/glucose, high fat Western diet (WD SW) mice for 52 weeks (A–F) and 8 weeks (E) (n = 5 per group). (A) Gene ontology (GO) processes; (B) Gene set Enrichment Analysis (GSEA); (C) Process Networks analysis. The top rank ordered processes, maps and networks are based on statistical significance; (D) Heat map demonstrating deregulated genes. Red and blue colors indicate high and low gene expression, respectively. (E) Similarity between global liver transcriptome of mice fed a WD SW for 8 or 52 weeks and global liver transcriptome in liver biopsy tissues from 18 human NASH patients and 41 normal/healthy obese individuals using subclass mapping algorithm (see Supplementary materials and methods). Numbers on heat map indicate FDR values for the transcriptome similarity. (F) Concordance by GSEA between a 186-gene signature prognostic (73 poor prognosis-correlated and 113 good prognosis-correlated genes) in human liver cirrhosis and HCC from mixed etiologies and the pattern of gene expression in DIAMOND mice at 52 weeks NES, normalized enrichment score; FDR, false discovery rate.

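The genes drawn in the heat map of Fig. 5D all moved in the drawn direction where they could be tested, and most passed the test. Of 20 genes read from the figure as higher on WD SW, 18 were tested, 18 had a positive log2 fold change and 16 passed at an adjusted p under 0.05 from limma. Of 20 read as lower, 19 were tested, 19 had a negative log2 fold change and 17 passed. The study chose these genes on the same arrays, so their direction is not independent evidence. Among the higher ones, log2 fold changes ran from 0.28 to 2.71. Crybg2, drawn under the human symbol AIM1L, had a log2 level of 9.14 ± 0.35 (SD, n = 5) on WD SW and 6.44 ± 1.08 (SD, n = 5) on CD NW. Synpo, which encodes the actin-associated protein synaptopodin, had a log2 fold change of 1.69 (standard error 0.18, adjusted p = 0.00119). Cdkn2c, an inhibitor of cyclin-dependent kinases, had one of 1.46 (standard error 0.17, adjusted p = 0.00131), and Ostf1, the osteoclast stimulating factor gene, one of 0.87. Among the lower genes, log2 fold changes ran from -2.12 to -0.25. Igfbp2, an insulin-like growth factor binding protein gene, had a log2 fold change of -2.12 (standard error 0.38, adjusted p = 0.00629). Mrnip, which acts in DNA repair, had a log2 fold change of -1.70, Glo1, which detoxifies methylglyoxal, one of -0.68, Bmp4, a growth factor gene, one of -1.05 and Alas2, the heme synthesis enzyme gene of red cells, one of -1.24. Nadk (0.28, adjusted p = 0.0796), Angel2 (0.30, adjusted p = 0.0667), Park7 (-0.25, adjusted p = 0.0827) and Clpp (-0.28, adjusted p = 0.0601) did not pass.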

**Fig. 6:**
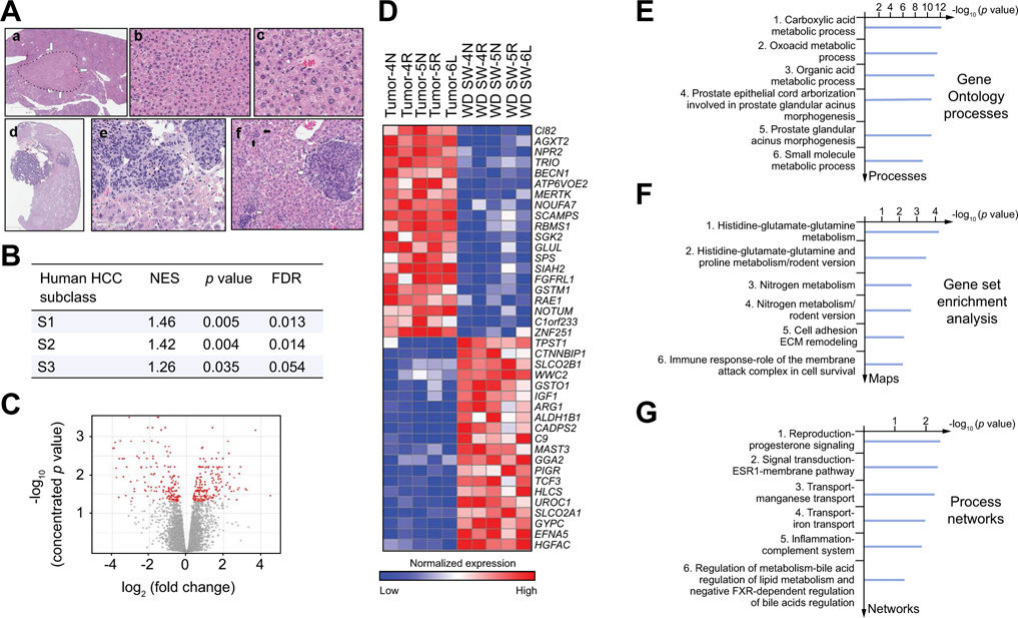
Tumors gene signature in DIAMOND mice at 52 weeks (A) Microscopic views of adenomas (a, b, c) and hepatocarcinomas (HCC) tumors (d, e, f) from B6/129 mice fed a high fructose/glucose, high fat Western diet (WD SW) for 52 weeks. (a) adenoma, (hematoxylin-eosin (H&E), original magnification, ×2.5); (b) cords of hepatocytes with mild atypia and trabecular organization (H&E, original magnification, ×20); (c) unpaired artery between hepatocytes with mild anisocaryosis (H&E, original magnification, ×40); (d) a basophilic well-demarcated tumor with a satellite nodule and with steatosis in the background liver (H&E, original magnification, ×2); (e) interface between malignant tumor (top half) and non-tumoral liver. The lobules of tumoral cells show marked anisocaryosis, eosinophilic cytoplasm, irregular basophilic nuclei and loss of sinusoidal architecture (H&E, original magnification, ×40); (f) satellite nodules made of clusters of tumoral cells (white arrow) and dysplastic foci with multinucleated irregular hepatocytes (black arrow) (H&E, original magnification, ×20). (B) Concordance by gene set enrichment analysis (GSEA) between the gene signatures of human HCC subclasses S1, S2, and S3 and WD SW-induced HCCs in mice at 52 weeks. NES, normalized enrichment score; FDR, false discovery rate. (C–G) Transcriptome analysis was performed on liver adjacent to tumors (WD SW) or tumor tissue (HCC) from WD SW mice at 52 weeks (n = 5). (C) volcano plot; (D) Heat map demonstrating deregulated genes. Red and blue colors indicate high and low gene expression, respectively; (E) Gene ontology (GO) processes; (F) Gene set Enrichment Analysis (GSEA); and (G) Process Networks analysis. The top rank ordered processes, maps and networks are based on statistical significance.

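Glutamine synthetase, Notum, Sp5 and Axin2 were higher in tumors than in adjacent liver, together with most measured targets of beta-catenin and genes of pericentral hepatocytes, and the list of periportal hepatocyte genes was lower by its test. Of 17 genes read from the heat map of Fig. 6D as higher in tumors, 17 were tested, 17 had a positive log2 fold change (0.42 to 3.45) and 15 passed at an adjusted p under 0.05 from limma. Of 20 read as lower, 19 were tested, and 19 of them had a negative log2 fold change (-4.01 to -0.73) and passed. The study chose these genes on the same arrays. Npr2, a natriuretic peptide receptor gene, had a log2 fold change of 1.57 (standard error 0.22, adjusted p = 0.00418), Sgk2, a kinase gene, a log2 fold change of 2.05 and Becn1, the autophagy gene of beclin 1, one of 1.27. Ctnnbip1, an inhibitor of beta-catenin binding to TCF, had a log2 fold change of -1.60 (standard error 0.21, adjusted p = 0.00379), and the prostaglandin transporter gene Slco2a1 a log2 fold change of -2.34. Ndufa7 (0.42, adjusted p = 0.0555, and 0.0383 with the mouse as a block, with which 18 higher and 0 lower passed among pericentral and 0 higher and 12 lower among periportal genes) and Gstm1 (0.66, adjusted p = 0.345) did not pass.
Of 21 measured beta-catenin target and pericentral hepatocyte genes, 12 were higher and 0 lower (18 and 0 adjusted over the list alone). The median log2 fold change was 1.82 (adjusted p = 5.65e-16 from camera, and adjusted p = 0.274 with an estimated correlation). Axin2, a feedback inhibitor of the pathway, had a log2 level of 10.18 ± 0.73 (SD, n = 5) in tumors and 7.35 ± 1.01 (SD, n = 5) in liver. Sp5, a transcription factor induced by Wnt signals, had a log2 fold change of 3.45 (standard error 0.49, adjusted p = 0.00426), and Notum, a secreted Wnt inhibitor, one of 1.98 (standard error 0.32, adjusted p = 0.00722). Of 17 periportal hepatocyte genes, 8 were lower and 0 higher (12 and 0 adjusted over the list alone, median -1.97, adjusted p = 7.11e-11, and adjusted p = 0.274 with an estimated correlation). Aldh1b1, a mitochondrial aldehyde dehydrogenase gene, had a log2 fold change of -3.09 (standard error 0.32, adjusted p = 0.00141), and Pigr, the transporter of immunoglobulin A into bile, a log2 fold change of -2.01. Glul, Notum and Sp5 in the former list and Arg1, Igf1, Pigr, Uroc1 and Aldh1b1 in the latter were picked by the study from these arrays, so their direction is not independent evidence. Both lists were chosen with these genes of the heat map in view, so the choice of the lists is not independent of these arrays either.
In each of the 5 mice the mean of the pericentral list was higher in the tumor than in the liver, by 1.81 ± 0.756 (SD, n = 5) on the log2 scale, and that of the periportal list was lower, with a difference of -2.03 ± 0.542 (SD, n = 5). The smallest exact p that 5 pairs allow is 0.0625. The liver of mouse 5R had a pericentral mean of 10.96, against 9.16 to 9.80 in the other livers, and the smallest difference to its tumor, 0.63. From the volcano plot, heat map, gene ontology, gene set enrichment and process networks of these 10 samples, the paper states that pathways of nitrogen and amino acid metabolism, oxidative stress signaling, inflammation, and adhesion and matrix remodeling were activated in the tumors.

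**Figure D2:**
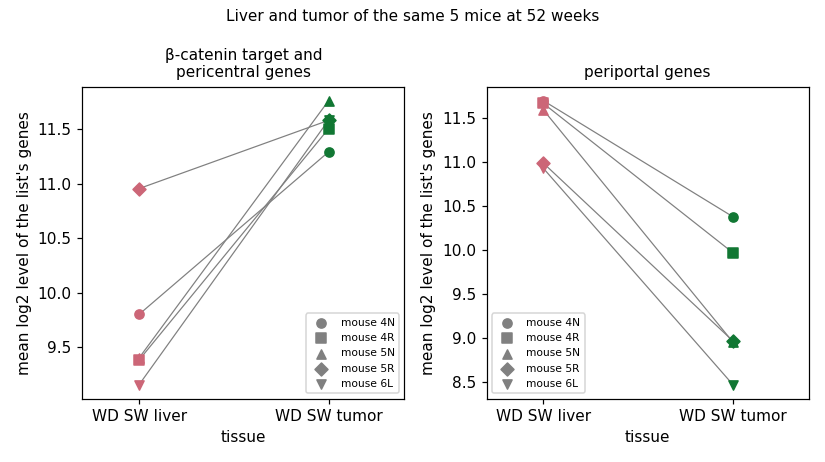
Mean log2 level of the measured beta-catenin target and pericentral genes (left) and periportal genes (right) in the liver and tumor of each of the 5 WD SW-fed mice, with 1 marker shape per mouse and a line joining its samples. The pericentral mean is higher and the periportal mean lower in the tumor of every mouse, and the liver of mouse 5R, at 10.96, stands closest to the tumors on the left.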

**Fig. 7:**
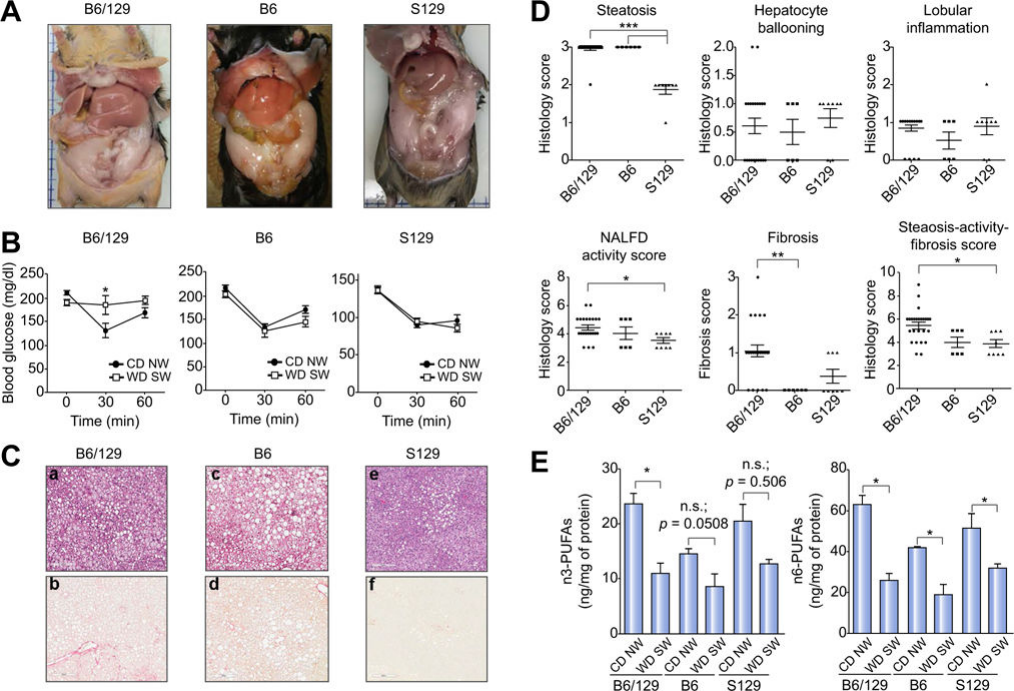
Only the B6/129 background mice, but not the parent strains C57BL/6J (B6) or 129 S1/SvImJ (S129) fed a high fructose/glucose, high fat Western diet (WD SW) for 16–22 weeks depicts the full phenotypic, biological and histological parameters associated with human NAFLD C57BL/6J (B6), 129 S1/SvImJ (S129) or B6/129 mice were fed for 16–22 weeks either a chow diet (CD NW) or a high fructose/sucrose, high fat Western diet (WD SW). (A) Gross liver pictures of WD SW-fed mice for 16–22 weeks, (B) insulin tolerance test (ITT), (C) representative liver sections stained with hematoxylin-eosin (H&E) (a, c, e) or Picrosirius Red (b, d, f) are shown (original magnification, ×10), (D) Histology score for steatosis, hepatocyte ballooning, lobular inflammation, NAFLD activity score, fibrosis and steatosis-activity-fibrosis score. Data represent mean ±SEM for 4–6 mice per CD NW group and 7–13 mice per WD SW group; ***p<0.001, **p <0.01, *p<0.05 WD SW B6/129 vs. WD SW B6 or WD SW S129. (E) Liver n3- and n6-polyunsaturated fatty acids (PUFAs) were measured from B6/129 mice fed a chow diet (CD NW) or high fructose/glucose, high fat Western Diet (WD SW) for 8,16–24 and 52 weeks as described in the Supplementary materials and methods section. Data represent mean ± SEM for 4 mice per group; *p <0.05 WD SW *vs*. CD NW.

## Abbreviations

ALT: alanine aminotransferase
AST: aspartate aminotransferase
B6: C57BL/6J
CD: chow diet
CK-18: cytokeratin-18
DIAMOND: diet-induced animal model of non-alcoholic fatty liver disease
ER: endoplasmic reticulum
FDR: false discovery rate
GTT: glucose tolerance test
IRE-1: inositol-requiring enzyme-1
ITT: insulin tolerance test
JNK: c-Jun NH2-terminal kinase
LDL-c: low-density lipoprotein-cholesterol
MCD: methionine choline deficient
NAFLD: non-alcoholic fatty liver disease
NASH: non-alcoholic steatohepatitis
NW: normal water
PERK: protein kinase R-like endoplasmic reticulum kinase
PUFA: polyunsaturated fatty acid
T2DM: type 2 diabetes mellitus
S129: 129S1/SvImJ
HCC: hepatocellular carcinoma
WD: Western diet
SW: sugar water

How the deposited data were processed for this re-analysis (not part of the article)

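Total RNA of 15 samples taken at 52 weeks was measured on Illumina mouse whole-genome BeadChips, with 1 array per sample: liver of 5 CD NW-fed mice, liver adjacent to tumors of 5 WD SW-fed mice and tumors of the same 5 WD SW-fed mice. RNA came from tissue kept in RNAlater and was purified with a column kit. The deposited probe signal intensities are on a linear scale and had not been normalized between arrays by the authors. The authors also gave processed intensity values, on a linear scale, which rise with the unnormalized signal on each array and share nearly the same quartiles between arrays. The method behind them is not given in the sources used here. The files hold neither detection p-values nor control probes, and name no BeadChip for any array.
All values were computed from the unnormalized signal of 45281 probes on 15 arrays. Background was corrected and arrays were quantile normalized over all 15 arrays with neqc of limma 3.58.1 in R 4.3.3, at an offset of 16 and with robust estimates, and values were taken to log2. In place of control probes, 1526 probes of odorant (Olfr), vomeronasal (Vmn1r, Vmn2r) and trace amine (Taar) receptor genes stood in as negative controls, a substitute chosen when the controls were found to be missing and no test had been run. The detection p of a probe was the share of these stand-ins at or above its signal. These probes were left out of the tests. Probes with a detection p under 0.01 on at least 5 of the 10 arrays compared were kept.
Gene symbols came from the gene identifiers of the array's probe table, looked up in a RefSeq gene table of assembly GRCm38.p6, and no coordinates were used. Of the probes, 34885 had 1 symbol, 18 had several genes and 10378 had none, and 34807 of the former were found by gene identifier. Each gene was represented by its probe with the highest mean over the 15 arrays. Among changed genes with several kept probes, 13 of 224 in the comparison of diets and 2 of 114 in that of tumors had probes of opposite sign.
WD SW livers were compared with CD NW livers, and tumors with WD SW livers, each on its 10 arrays, with limma's lmFit and eBayes with a trend. Adjusted p-values are those of Benjamini and Hochberg, and 0.05 was the threshold. The mouse was not a term of the tumor comparison. As a check of the pairing by label, the deviations of liver and tumor from their group means were correlated across genes. They gave r = 0.189, 0.261, 0.442, 0.494 and 0.520 for mice 4N, 4R, 5N, 5R and 6L, each above the r of every other liver with that tumor, and genes are not independent replicates. Of 37 gene lists with 868 genes, 774 genes had a probe. Lists with at least 5 measured members were tested with limma's camera at a preset correlation between genes of 0.01, and p-values were adjusted over the lists of a comparison. None of the calls of 15 lists in the comparison of diets and of 16 in that of tumors held with a correlation estimated from the data.
The genes named are the 10 with the largest rise and the 10 with the largest fall in each comparison among changed genes whose groups did not overlap, genes named in the paper's text or drawn in the heat maps of Fig. 5D and 6D, whose values in the figures had been seen, up to 4 members of each list with the smallest adjusted p, and genes of the products in Fig. 4A and of the ER stress experiments. Not every gene that the rule allows is named. The Y-linked genes and Xist fall outside the rule and were chosen after their values were seen.
Alternatives were no background correction, median scaling, the authors' values, no filter, detection on all 10 arrays, the mean of a gene's probes, 1 fit of all 15 arrays, array weights, every probe tested on its own, the mouse as a block (with 907 genes changed in tumors), an estimated correlation, and each array left out in turn. A background correction without control probes at an offset of 50, and the tumor comparison without both arrays of mouse 5R, were added later. The method was tested on simulated arrays with 200 changed genes, and in both comparisons the list shifted by 0.5 on the log2 scale passed, and of the 35 lists tested no other did. The genes of these arrays were drawn independently of each other. The simulation therefore cannot show how often lists of correlated genes are called without a change. The number of arrays limits the precision of all values, as do the 12293 to 15829 probes per array above background. Raw medians were 88.4 to 109.0 and the medians of the stand-ins 82.6 to 98.8, so genes near background could not be measured. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Samples of other time points, strains and species that the paper describes were not analysed here.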

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

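Of the tests below, those of hepatocyte RNA, of blood, of non-parenchymal cells and of direct beta-catenin targets were chosen after the result was seen.
The liver of WD SW-fed mouse 5R lay closer to the tumors than the other WD SW livers. Over 173 genes higher and 153 lower in the tumors of the other 4 mice, its levels matched a tumor share of 0.332 and 0.478, whereas in the other WD SW livers, each over the 27 to 85 higher and 41 to 111 lower genes found without its own mouse, the shares were -0.122 to 0.0396 and -0.165 to 0.170 (6L) and those over both sets -0.107 to 0.00801, which is consistent with tumor tissue within the sample. A swap of liver and tumor is argued against by a share of 0.958 in the tumor of mouse 5R, and a tumor under a wrong label by a share of 0.405 in its liver. Eif2s3y, a Y-linked translation factor gene, was at 10.00 in this liver against 9.50 expected with the tumor of 5R at that share, and Kdm5d at 6.77 against 6.38, so that it stays open which tumor the tissue would come from. No biological explanation was tested.
The macrophage and neutrophil lists were higher in WD SW livers by their tests (adjusted p = 0.268 for each with an estimated correlation), and so was that of B and plasma cell markers (adjusted p = 0.268 with an estimated correlation), a list outside those that the paper discusses (median log2 fold change 3.03), whose called members include Cd74, H2-Aa, H2-Ab1 and H2-Eb1, which macrophages and dendritic cells express too, so that this rise need not be separate from that of macrophage genes. A lower share of hepatocyte RNA would raise the markers of every other cell type alike, but the macrophage score minus the mean of the endothelial, stellate cell and cholangiocyte scores was higher by 2.39 on WD SW, with the lowest WD SW mouse at 0.75 and the highest CD NW mouse at -0.88 (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). More blood in the tissue would raise hemoglobin genes too, but the neutrophil minus the hemoglobin score was higher by 2.13, with the lowest WD SW mouse at -3.57 and the highest CD NW mouse at -4.44 (exact permutation test, p = 0.00794). The hemoglobin score itself differed by 0.17 (exact permutation test, p = 0.444). An effect of the diet on the number of macrophages and neutrophils, or on their expression, stays open. It cannot be told apart from one of the tumors next to which these livers were sampled.
In tumors the beta-catenin target and pericentral genes had a median log2 fold change of 1.82 and the periportal genes one of -1.97 (adjusted p = 0.274 for each list with an estimated correlation), and the paper, which names a beta-catenin network at an earlier age, does not discuss these groups in tumors. Fewer non-parenchymal cells in the tumor samples would raise both, but the periportal list was lower in 5 of 5 mice. The difference of the list means, 3.83, kept 99.2% of its size with median scaling, which changed only the step between arrays. With the authors' values, whose method is not known here, it kept 84.3%, short of the share set beforehand to exclude normalization. That loss may come from the step between arrays or from another one, such as background correction. For part of the difference, processing therefore cannot be told apart from a difference between the tissues. The mean of 7 direct targets was higher by 2.38 ± 1.07 (SD, n = 5) in tumors and higher in 5 of 5 mice, so that higher beta-catenin activity is a candidate explanation. It remains a hypothesis, because these targets belong to the list that shows the pattern, a list set after the heat map of Fig. 6D had been seen. The zone of origin of the tumor cells was not tested.
Lists outside those that the paper discusses also passed, none of them with an estimated correlation (smallest adjusted p = 0.268 on WD SW and 0.274 in tumors). Male-biased liver genes had a median log2 fold change of -1.56 in WD SW livers. Fetal and hepatocellular carcinoma marker genes had one of 0.98. Proliferation genes had one of 0.26 on WD SW and one of 0.34 in tumors (adjusted p = 0.0519 to 0.0820 without WD SW tumor 4N, 5N or 5R, and with detection on all 10 arrays (0.370) and without both arrays of mouse 5R (0.0690)). Fatty acid oxidation and PPARA target genes had a median of 0.11 in tumors (adjusted p = 0.0556 to 0.207 without WD SW liver 5R or 6L or WD SW tumor 4R or 5R, and with median scaling (0.121), with all 15 arrays in 1 fit (0.0522) and without both arrays of mouse 5R (0.0871)). The median of endothelial markers in tumors was -0.50 (adjusted p = 0.0628 to 0.372 without WD SW liver 4R, 5N or 6L or WD SW tumor 5R or 6L, and with median scaling (0.0748) and with detection on all 10 arrays (0.131)). Stellate cell and fibroblast markers had one of -0.65 (adjusted p = 0.0991 to 0.355 without WD SW liver 4R or 5N or WD SW tumor 5R or 6L, and with median scaling (0.0649) and with array weights (0.0593)).
A single sample lay far from the other 4 of its group in 5 of 108 groups, against 5.4 expected by chance, where the ratio is that of its gap to the range. The adhesion list was lowest in tumor 5R (ratio 0.738), and the apoptosis list highest in tumor 6L (0.872). The bile acid list (0.824) and the sex steroid list (0.769) were lowest in WD SW liver 6L. WD SW liver 4N had the fewest probes above background of its group, 13189 against 14898 on the next array (0.763).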

How the results depend on the processing

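The background correction without control probes and the comparison without both arrays of mouse 5R were chosen after the data were seen. The BeadChip was not given, so the slide block was not run. No result past the threshold changed direction in any setting. With an estimated correlation no list passed. Adjusted p was then 0.268 for the macrophage, respiratory burst and adhesion lists on WD SW, 0.316 for phagocytosis and for chemokines, 0.342 for interferon-stimulated genes, 0.628 for antioxidant, 0.432 for cholesterol and 0.623 for urea cycle genes. In tumors it was 0.738 for macrophage, antioxidant and acute phase genes, 0.372 for chemokines, 0.274 for complement, pericentral and periportal genes, 0.609 for urea cycle and 0.338 for iron genes. With median scaling the adjusted p was 0.0502 for antioxidant and 0.0476 for bile acid genes on WD SW, and 0.0559 for antioxidant genes in tumors. With no filter it was 0.0151 for bile acid genes on WD SW and 0.00317 for matrix genes in tumors. With detection on all 10 arrays, 499 genes changed on WD SW, 247 higher and 252 lower against 512 and 312, and 221 in tumors, and the adjusted p was 0.738 for chemokines and 0.0847 for antioxidant genes on WD SW, and 0.0263 for hormone receptor and 0.0532 for iron genes in tumors. This filter drops genes at background in 1 group. The respiratory burst, adhesion, neutrophil, B and plasma cell, fetal and proliferation lists then kept too few genes on WD SW to be tested. In tumors this held for the B and plasma cell and stellate cell lists. Array weights gave 0.0634 for chemokines, 0.0772 for antioxidant and 0.0929 for urea cycle genes on WD SW, and 552 genes changed in tumors. In tumors 681 genes changed with all 15 arrays in 1 fit, 544 probes when every probe was tested and 907 genes with the mouse as a block. The block also ended the call of the hepatocyte list (adjusted p = 0.0541), called the male-biased list (adjusted p = 0.0237) and called 41 more of the 185 named genes tested, and it changed no other call of a list or named gene. The correlation across genes of diet and tumor changes was -0.129 with the WD SW livers not split. Without 1 array, 475 to 964 genes changed on WD SW (475 without CD NW liver 2L, 509 without 1R, 522 without 1L) and 154 to 468 in tumors (154 without liver 4R, 226 without 4N, 227 without 5N, 176 without tumor 5N). The adjusted p ranged from 0.000364 to 0.245 for antioxidant (WD SW liver 5N left out) and 0.000364 to 0.0592 for urea cycle genes (WD SW liver 6L left out). In tumors it ranged from 1.92e-05 to 0.105 for antioxidant (call ended without liver 4N or 4R or tumor 5N), 0.0139 to 0.452 for matrix (called without liver 4N or 5R or tumor 4N or 4R), 5.50e-05 to 0.226 for acute phase (ended without liver 4N or 6L or tumor 5N or 5R) and 0.00595 to 0.0589 for iron genes (ended without tumor 5R). The cause was not tested, beyond the fewer probes or arrays that a stricter filter or a left-out array leaves. Other counts were 674 to 1136 on WD SW and 268 to 366 in tumors over the settings not named, with 788 and 324 without control probes and 326 without both arrays of mouse 5R. Of the named genes that changed, 91 of 125 on WD SW and 58 of 82 in tumors passed in every setting, and 0 turned sign. Of 100 splits of the 10 livers, 1 gave as many changed genes as the real one, the real split itself, with 824 genes against at most 0 in the others. Every other split put livers of both diets in each group, which widens the spread within groups where the diets differ. Only the rank of the real split therefore counts, and at 1 of 100 chance is unlikely but not excluded. Of 100 splits of livers and tumors, 1 gave as many, the real one with 348 genes, against at most 34 in the others, and most of these splits put liver and tumor of a mouse in 1 group. Of the 16 splits that part every tumor from the liver of its mouse, 1 gave as many, the real one with 348, against at most 0 in the others, and they are too few for a share under 0.05, so chance stays open there. Signal close to background limits what the arrays can show.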

Differences from the paper's values

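The alternatives named here were set before the data were examined. The paper states no value of these array comparisons in its text that was also computed here, so that only genes and directions are compared.
Of the genes read from the heat map of Fig. 5D, all that were tested went in the drawn direction, and all passed except Nadk, Angel2, Park7 and Clpp (adjusted p = 0.0796, 0.0667, 0.0827 and 0.0601). Nadk passed with the mean of a gene's probes and with array weights, Angel2 with array weights, Park7 with median scaling, and Clpp with median scaling, the mean of probes and array weights. Of the genes read from Fig. 6D, all that were tested went in the drawn direction, and all passed except Ndufa7 and Gstm1. Ndufa7 (adjusted p = 0.0555) passed with all 15 arrays in 1 fit, with array weights and with the mouse as a block (adjusted p = 0.0383). Gstm1, with a log2 fold change of 0.66 (adjusted p = 0.345), passed in no setting.
The paper states that pathways of inflammation and of adhesion and matrix remodeling were activated in tumors. It draws on gene ontology, gene set enrichment and process networks, ranked by statistical significance. The lists used here hold other sets of genes and are tested for a direction, so the 2 results are not like measures. Here macrophage and chemokine lists were lower in tumors (median log2 fold changes of -0.95 and -0.96, adjusted p = 0.738 and 0.372 with an estimated correlation), the acute phase list was lower by its test with 0 of 25 genes past the threshold (-0.39, and adjusted p = 0.738 with an estimated correlation), and the matrix list was not past the threshold (median -0.52, adjusted p = 0.0983), and no setting gave a higher level of any of these lists. Endothelial, stellate cell and neutrophil lists were lower too (medians -0.50, -0.65 and -0.68, each with adjusted p = 0.738 with an estimated correlation), and whether the tumor samples held fewer cells other than hepatocytes, which would lower the macrophage and chemokine lists as well, was not tested. The antioxidant list was higher by its test (median 0.32, adjusted p = 0.0180, and adjusted p = 0.738 with an estimated correlation), and of its genes 1 of 29 was higher and 0 lower, and 1 and 0 when adjusted over the list alone. Its call ended at adjusted p = 0.0838 to 0.105 without WD SW liver 4N or 4R or WD SW tumor 5N, and with median scaling (0.0559). The acute phase call ended at adjusted p = 0.0666 to 0.226 without WD SW liver 4N or 6L or WD SW tumor 5N or 5R, the endothelial at adjusted p = 0.0628 to 0.372 without WD SW liver 4R, 5N or 6L or WD SW tumor 5R or 6L, the stellate cell at adjusted p = 0.0991 to 0.355 without WD SW liver 4R or 5N or WD SW tumor 5R or 6L and the neutrophil one at adjusted p = 0.0721 to 0.190 without WD SW liver 4R or 6L or WD SW tumor 4N, 5N or 5R. The paper also states more CHOP mRNA at 52 weeks on WD SW in another experiment. Its gene Ddit3 had a positive log2 fold change of 0.44 on the arrays that did not pass (adjusted p = 0.258) in any setting.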

Other observations

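The tests of Y-linked genes, and the simulation in which liver and tumor of a mouse deviate together, were chosen after the values were seen, and the remaining ones had been planned. The list of male-biased liver genes was lower in WD SW livers by its test. Of 9 measured, 0 were higher and 4 lower (0 and 7 adjusted over the list alone), the list test gave adjusted p = 9.25e-06 and adjusted p = 0.268 with an estimated correlation, and the fall was largest in Hsd3b5, a steroid dehydrogenase gene with a standard error of 1.04, and Elovl3. Serpina1e, an alpha-1-antitrypsin gene, fell by 2.67 on the log2 scale. Of fetal and hepatocellular carcinoma markers, 3 of 7 were higher and 0 lower, and 3 and 0 when adjusted over the list alone, with adjusted p = 0.0126 and adjusted p = 0.384 with an estimated correlation. Pkm, the pyruvate kinase gene of muscle and proliferating cells, rose by 2.11, and Golm1, a Golgi protein gene, by 1.89. Of proliferation genes, 4 of 9 were higher and 0 lower, and 4 and 0 when adjusted over the list alone, with adjusted p = 0.0126 and adjusted p = 0.316 with an estimated correlation, and Mcm4, a replication helicase gene, rose by 0.94.
In tumors the stress genes Ddit3 and Trib3 rose by 1.89 and 1.93, although the list of unfolded protein response genes did not pass (median 0.012, adjusted p = 0.271), of which 3 of 23 were higher and 0 lower, and 3 and 0 when adjusted over the list alone. It passed as higher at adjusted p = 0.0340 without WD SW liver 6L. Afp, the fetal alpha-fetoprotein gene, had a log2 fold change of 2.17 that was called (adjusted p = 0.0468, and up to 0.118 without WD SW liver 4N, 4R, 5N or 6L or WD SW tumor 4N, 4R, 5N or 5R). Of fetal markers, 1 of 13 was higher and 0 lower, and 2 and 0 when adjusted over the list alone, and the list was not called (median 0.28, adjusted p = 0.237).
On WD SW, genes of the products in Fig. 4A and of the ER stress experiments that could be tested showed no change past the threshold. Apart from CHOP mRNA, those experiments measured protein amount, phosphorylation, cleavage or splicing. RNA levels on the arrays do not measure these, so the values below do not test those results. Acacb had a log2 fold change of 0.92, adjusted p = 0.126, Mapk8 one of -0.34, adjusted p = 0.271, Bbc3 one of -0.56, adjusted p = 0.254, Bcl2l11 one of 0.19, adjusted p = 0.739, Parp1 one of -0.10, adjusted p = 0.698 and Xbp1 one of 0.29, adjusted p = 0.263. Fasn, Acaca and Eif2ak3 were below the background filter. Of extracellular matrix genes, 2 of 17 were higher and 0 lower, and 2 and 0 when adjusted over the list alone, and the list did not pass (median 0.25, adjusted p = 0.185) but was called at adjusted p = 0.0275 to 0.0425 without WD SW liver 4N or 5R, and with no filter (0.00136). Col4a1, a basement membrane collagen gene, rose by 1.89. Of the unfolded protein response list, 1 of 22 was higher and 1 lower, and 0 and 1 when adjusted over the list alone, with a median of -0.026, a mean of -0.16 and an upward test (adjusted p = 0.899). For hypoxia genes 1 of 17 was higher and 0 lower, and 1 and 0 when adjusted over the list alone, with a median of -0.050, a mean of 0.17 and adjusted p = 0.240. Of hormone receptor signaling genes, 1 of 15 was higher and 0 lower, and 1 and 0 when adjusted over the list alone (median 0.029, adjusted p = 0.821). Among iron transport genes 1 of 18 was higher and 2 lower, and 3 and 2 when adjusted over the list alone (median 0.14, adjusted p = 0.451). Among apoptosis genes 1 of 19 was higher and 0 lower, and 1 and 0 when adjusted over the list alone (median 0.064, adjusted p = 0.249). Of pericentral genes, 2 of 19 were higher and 0 lower, and 2 and 0 when adjusted over the list alone (median 0.055, adjusted p = 0.493), and of periportal genes, 1 of 17 was higher and 1 lower, and 1 and 2 when adjusted over the list alone (median -0.30, adjusted p = 0.132). The periportal list was called at adjusted p = 0.0413 without WD SW liver 4R, and with no filter (0.03003). T and NK cell markers (3 measured, 1 higher) and pancreatic acinar genes (3 measured, 1 lower, Cela1) were too few to test.
In tumors the list of fatty acid oxidation genes was higher (adjusted p = 0.0430, and adjusted p = 0.738 with an estimated correlation), and 1 of 26 was higher and 0 lower, and 4 and 0 when adjusted over the list alone. The call ended at adjusted p = 0.0556 to 0.207 without WD SW liver 5R or 6L or WD SW tumor 4R or 5R, and with median scaling (0.121), with all 15 arrays in 1 fit (0.0522) and without both arrays of mouse 5R (0.0871). Proliferation genes were also higher as a list (adjusted p = 0.0165, and adjusted p = 0.738 with an estimated correlation), of which 1 of 17 was higher and 0 lower, and 1 and 0 when adjusted over the list alone. That call ended at adjusted p = 0.0519 to 0.0820 without WD SW tumor 4N, 5N or 5R, and with detection on all 10 arrays (0.370) and without both arrays of mouse 5R (0.0690). Hepatocyte differentiation genes were lower by the test (median -0.035, adjusted p = 0.0446, and adjusted p = 0.738 with an estimated correlation), and 1 of 28 was higher and 3 lower, and 1 and 4 when adjusted over the list alone. Their call ended at adjusted p = 0.0662 to 0.155 without WD SW liver 4N, 4R or 5R or WD SW tumor 5N, 5R or 6L, and with detection on all 10 arrays (0.0553) and without both arrays of mouse 5R (0.0964), and with the mouse as a block (adjusted p = 0.0541). With the block 4 higher and 0 lower passed among fatty acid oxidation, 2 higher and 0 lower among proliferation and 2 higher and 5 lower among hepatocyte genes.
Lists that did not pass in tumors include male-biased genes (median -0.52, adjusted p = 0.0677), of which 0 of 7 were higher and 1 lower, and 0 and 2 when adjusted over the list alone. They passed at adjusted p = 0.0140 to 0.0390 without WD SW liver 5R or WD SW tumor 4N, 4R or 5N, and with no filter (0.0346) and without both arrays of mouse 5R (0.0315), and with the mouse as a block (adjusted p = 0.0237). With the block 2 higher and 5 lower passed among interferon-stimulated genes (Oasl1 lower at 0.00275, Usp18 higher at 0.00541), 1 higher and 2 lower among phagocytosis, 0 higher and 2 lower among lipogenesis, 3 higher and 6 lower among sex steroid and 0 higher and 2 lower among male-biased genes. Among interferon-stimulated genes 0 of 26 were higher and 0 lower, and 0 and 0 when adjusted over the list alone (median -0.25, adjusted p = 0.339), and the list was called as lower at adjusted p = 0.0109 without WD SW tumor 6L. Among cholesterol genes 0 of 15 were higher and 0 lower, and 0 and 0 when adjusted over the list alone (median 0.084, adjusted p = 0.625), and the list was called as higher at adjusted p = 0.0342 without WD SW liver 5R. Among phagocytosis genes 1 of 17 was higher and 0 lower, and 2 and 0 when adjusted over the list alone (median -0.14, adjusted p = 0.799). For lipogenesis 0 of 21 were higher and 0 lower, and 0 and 0 when adjusted over the list alone (median -0.087, adjusted p = 0.761), and for lipid droplets 0 of 14 were higher and 0 lower, and 0 and 0 when adjusted over the list alone (median 0.17, adjusted p = 0.382). Among sex steroid genes 2 of 16 were higher and 3 lower, and 3 and 5 when adjusted over the list alone (median -0.15, adjusted p = 0.382). Among B and plasma cell markers 0 of 5 were higher and 0 lower, and 0 and 0 when adjusted over the list alone (median -0.37, adjusted p = 0.414). Cholangiocyte markers had a median of 0.080 and a mean of -0.43 with a downward test (adjusted p = 0.466), and 0 of 7 were higher and 0 lower, and 0 and 0 when adjusted over the list alone. Erythroid genes had a median of 0.21 and a mean of -0.081 with a downward test (adjusted p = 0.817), and 0 of 7 were higher and 1 lower, and 0 and 1 when adjusted over the list alone. T and NK cell (4 measured) and pancreatic genes (4 measured, 1 higher) were not tested.
Eif2s3y was above background on 15 of 15 arrays, at 9.47 to 10.51 in livers and 8.43 ± 1.25 (SD, n = 5) in tumors. It was lower in the tumor than in the liver in 5 of 5 mice, with a mean difference of -1.66 from -0.059 to -2.80 (exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow), and did not pass with limma (adjusted p = 0.0783). Kdm5d, above background on 14 arrays, was lower in 5 of 5 mice, with a mean difference of -1.01 from -0.61 to -1.95 (limma, adjusted p = 0.0784). Uty differed by -0.096 and was lower in 3 of 5 mice. Xist was above background on 0 arrays. Eif2s3y differed by 0.034 between diets (limma, adjusted p = 0.922) and was detected in all 10 livers, as was Kdm5d.
Across 8267 genes tested in both comparisons, diet and tumor changes correlated at a mean r of -0.00243 (-0.153 to 0.154 over the 20 ways to split the WD SW livers between the comparisons), and genes are not independent replicates. With these livers not split r was -0.129, against -0.501 in simulated unchanged groups that share them but in which all samples are independent. Where liver and tumor of a mouse deviated together as on the arrays, unchanged groups gave -0.395, and 0.141 with the livers split, so that 0 is not the value without a change. The covariance was -0.0398 with the livers not split, against -0.0223 in these groups, and 0.00119 with the livers split, against 0.0134. Of genes lower on WD SW, 20 were also lower in tumors, against 6.39 expected if independent, and 4 were higher, against 4.85. Of genes higher on WD SW, 12 were higher in tumors, against 8.36, and 16 lower, against 11.0. These counts share the WD SW livers, so that chance errors of those arrays push the directions apart.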
